# Cell Cycle Constraints and Environmental Control of Local DNA Hypomethylation in α-Proteobacteria

**DOI:** 10.1371/journal.pgen.1006499

**Published:** 2016-12-20

**Authors:** Silvia Ardissone, Peter Redder, Giancarlo Russo, Antonio Frandi, Coralie Fumeaux, Andrea Patrignani, Ralph Schlapbach, Laurent Falquet, Patrick H. Viollier

## Abstract

Heritable DNA methylation imprints are ubiquitous and underlie genetic variability from bacteria to humans. In microbial genomes, DNA methylation has been implicated in gene transcription, DNA replication and repair, nucleoid segregation, transposition and virulence of pathogenic strains. Despite the importance of local (hypo)methylation at specific loci, how and when these patterns are established during the cell cycle remains poorly characterized. Taking advantage of the small genomes and the synchronizability of α-proteobacteria, we discovered that conserved determinants of the cell cycle transcriptional circuitry establish specific hypomethylation patterns in the cell cycle model system *Caulobacter crescentus*. We used genome-wide methyl-N6-adenine (m6A-) analyses by restriction-enzyme-cleavage sequencing (REC-Seq) and single-molecule real-time (SMRT) sequencing to show that MucR, a transcriptional regulator that represses virulence and cell cycle genes in S-phase but no longer in G1-phase, occludes 5’-GANTC-3’ sequence motifs that are methylated by the DNA adenine methyltransferase CcrM. Constitutive expression of CcrM or heterologous methylases in at least two different α-proteobacteria homogenizes m6A patterns even when MucR is present and affects promoter activity. Environmental stress (phosphate limitation) can override and reconfigure local hypomethylation patterns imposed by the cell cycle circuitry that dictate when and where local hypomethylation is instated.

## Author Summary

DNA methylation is the post-replicative addition of a methyl group to a base by a methyltransferase that recognise a specific sequence, and represents an epigenetic regulatory mechanism in both eukaryotes and prokaryotes. In microbial genomes, DNA methylation has been implicated in gene transcription, DNA replication and repair, nucleoid segregation, transposition and virulence of pathogenic strains. CcrM is a conserved, cell cycle regulated adenine methyltransferase that methylates GANTC sites in α-proteobacteria. N^6^-methyl-adenine (m6A) patterns generated by CcrM can change the affinity of a given DNA-binding protein for its target sequence, and therefore affect gene expression. Here, we combine restriction enzyme cleavage-deep sequencing (REC-Seq) with SMRT sequencing to identify hypomethylated 5’-GANTC-3’ (GANTCs) in α-proteobacterial genomes instated by conserved cell cycle factors. By comparing SMRT and REC-Seq data with chromatin immunoprecipitation-deep sequencing data (ChIP-Seq) we show that a conserved transcriptional regulator, MucR, induces local hypomethylation patterns by occluding GANTCs from the CcrM methylase and we provide evidence that this competition occurs during S-phase, but not in G1-phase cells. Furthermore, we find that environmental signals (such as phosphate depletion) are superimposed to the cell cycle control mechanism and can override the specific hypomethylation pattern imposed by the cell cycle transcriptional circuitry.

## Introduction

DNA methylation is a conserved epigenetic modification that occurs from bacteria to humans and is implicated in control of transcription, DNA replication/repair, innate immunity and pathogenesis [1, 2]. Originally described as a mechanism that protects bacteria from invading foreign (viral) DNA [3], methyl-N6-adenine (m6A) modifications are thought to direct infrequent and stochastic phenotypic heterogeneity in bacterial cells [4, 5] and were recently implicated in transcriptional control of lower eukaryotic genomes and silencing in mouse embryonic stem cells [6–8].

How local changes in methylation are instated during the cell cycle remains poorly explored, even in γ-proteobacteria such as *Escherichia coli* and *Salmonella enterica*, as cell cycle studies on cell populations are cumbersome and require genetic manipulation [9]. Moreover, the replication regulator SeqA that controls the methylation state by preferentially binding hemi-methylated sequences is only encoded in γ-proteobacteria, suggesting that other mechanisms are likely operational in other systems [9, 10]. Model systems in which cell populations can be synchronized without genetic intervention are best suited to illuminate the interplay between methylation and cell cycle [11, 12]. The fresh-water bacterium *Caulobacter crescentus* and more recently the plant symbiont *Sinorhizobium meliloti* that reside in distinct environmental niches are such cell cycle model systems [13]. Akin to other α-proteobacteria, *C*. *crescentus* and *S*. *meliloti* divide asymmetrically into a smaller G1-phase cell and a larger S-phase cell and use conserved transcriptional regulators arranged in modules to coordinate transcription with cell cycle progression [13–16] (Fig 1A). In *C*. *crescentus*, MucR1 and MucR2 were recently shown to negatively regulate numerous promoters that are activated by the cell cycle transcriptional regulator A (CtrA) in G1-phase. MucR orthologs control virulence functions in α-proteobacterial pathogens and symbionts, but can also control cell cycle-regulated promoters in *C*. *crescentus* [17–20]. MucR1/2 target promoters by way of an ancestral zinc finger-like fold and both proteins are present throughout the *C*. *crescentus* cell cycle [17, 21, 22] (Fig 1A). By contrast, the OmpR-like DNA-binding response regulator CtrA is activated by phosphorylation and is only present in G1 and late S-phase cells [23, 24], but not in early S-phase cells (Fig 1A). The promoter controlling expression of the conserved DNA methyltransferase CcrM is among the targets activated by phosphorylated CtrA (CtrA~P) in late S-phase [15, 17, 25–27]. CcrM introduces m6A marks at sites harbouring the recognition sequence 5’-GANTC-3’ (henceforth GANTCs) once passage of the DNA replication fork leaves GANTCs hemi-methylated (Fig 1B). CcrM is an unstable protein degraded by the ATP-dependent protease Lon throughout the cell cycle [28, 29]. Since the *ccrM* gene is expressed only in late S-phase cells, the time of expression dictates when the unstable CcrM protein is present during the cell cycle. CcrM no longer cycles when it is expressed from a constitutive promoter in otherwise *WT* cells or when Lon is inactivated [28, 30].

**Fig 1:**
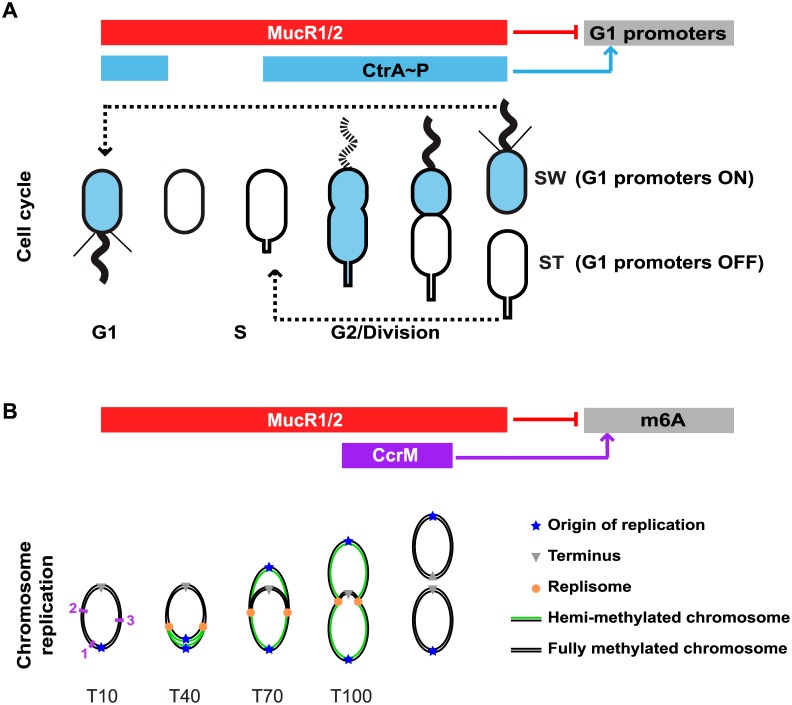
Regulation of *C*. *crescentus* cell cycle and methylation of the chromosome. (A) Schematic of the *C*. *crescentus* cell cycle and the regulatory interactions that control G1-phase promoters. Transcription from G1-phase promoters is activated by phosphorylated CtrA (CtrA~P, in blue) and repressed by MucR1/2. CtrA~P accumulates in pre-divisional and swarmer (SW) cells, and is eliminated by regulated proteolysis in the stalked (ST) cell upon compartmentalization and at the swarmer to stalked cell differentiation. The red bar indicates that MucR1/2 proteins are present at all stages of the cell cycle. (B) Schematic of the chromosome replication and adenine methylation (m6A) during the *C*. *crescentus* cell cycle. Chromosome replication and methylation are shown for the same cell cycle stages depicted in panel A. In non-replicative SW cells (T10) the chromosome is methylated on both strands. Upon differentiation into ST cells (T40), chromosome replication start from the origin (blue star) located at the old cell pole; progression of the replisomes (orange dots) generates hemi-methylated chromosomes (black and green lines represent respectively the methylated and unmethylated strand; T70 and T100). The cell cycle-regulated adenine methyltransferase CcrM is synthesized only in late pre-divisional cells, where it methylates the newly synthesized chromosome strands. CcrM is then specifically proteolyzed by the Lon protease. The purple numbers indicate the position along the chromosome of the *P169* (1), *P1149* (2) and *P2901* (3) promoters. T10, T40, T70 and T100 indicate the time after synchronization at which the samples for anti-MucR1 ChIP-Exo were taken (see text).

With the advent of SMRT (single-molecule real-time) sequencing it is now possible to obtain m6A-methylome information of bacterial genomes at single base pair resolution [31, 32]. A recent cell cycle methylome analysis of *C*. *crescentus* by SMRT-sequencing revealed the large majority of GANTCs switch from hemi-methylated to a full methylated state (m6A-marked GANTCs on both strands) at the onset of CcrM expression [12]. Interestingly, a few sites were consistently hypomethylated, indicating that site-specific mechanisms control local hypomethylation patterns. Local hypomethylation patterns may arise if specific DNA-binding proteins and/or restricted local chromosome topology block access of CcrM to such GANTCs. Here, we combine restriction enzyme cleavage-deep sequencing (REC-Seq) with SMRT sequencing to unearth hypomethylated GANTCs in the genomes of wild type (*WT*) and mutant *C*. *crescentus* and *S*. *meliloti*. We show that the conserved transcriptional regulator MucR induces local m6A-hypomethylation by preventing CcrM from accessing GANTCs during S-phase, but only when CcrM cycles. Since repression of MucR target promoters is normally overcome in G1-phase, our data suggest that MucR is unable to shield GANTCs when CcrM is artificially present in G1 cells. Lastly, we discovered that phosphate starvation promotes methylation of specific MucR-shielded GANTCs, revealing an environmental override of the control system that normally instates local hypomethylation patterns during the cell cycle.

## Results

### Identification and analysis of hypomethylated GANTCs by restriction enzyme cleavage (REC-Seq)

Detection of hypomethylated sites by SMRT-sequencing requires sufficient sequencing depth and sophisticated bioinformatic analysis to differentiate unmethylated GANTCs from methylated ones. Since unmethylated GANTCs can be conveniently enriched for in *C*. *crescentus* by restriction enzyme cleavage using the *Hin*fI restriction enzyme (which only cleaves unmethylated GANTCs) [33], we sought to apply *Hin*fI-based cleavage followed by Illumina-based deep-sequencing (REC-Seq) to identify hypomethylated GANTCs, similar to a previous procedure used for analysis of hypomethylated m6A sites in the unrelated γ-proteobacterium *Vibrio cholerae* [34]. We tested REC-Seq on *Hin*fI-treated genomic DNA (gDNA) from *C*. *crescentus* and, following bioinformatic filtering, obtained a list of unprotected GANTCs scaling with *Hin*fI cleavage efficiency (“score” in S1 Table). 

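For *Hin*fI REC-Seq of *C. crescentus*, 1 library was made from gDNA of the *WT* strain NA1000. The authors kept the reads that started with the *Hin*fI motif, mapped them to the NA1000 genome with bwa mem and kept alignments with a score of at least 45. They then counted the 5′ ends of the reads at each GANTC and kept the GANTCs with at least 1 read on each strand. The deposited score of a GANTC is this count of reads, both strands together and without normalization, so the lowest possible score is 2. The *WT* list held 2592 GANTCs and 343319 reads, after 1 repeated entry was counted only a single time. The median score was 9 and the highest was 17756. A score over 100 was reached by 148 GANTCs and a score over 1000 by 68. The 50 top hits held 75.1% of the reads. With 1 library there was no replicate spread to set a difference against. With 3 reads of the total taken as the floor, this was a share of 0.000874%, and GANTCs listed with a score of 2 lie below it. PCR reads without molecular identifiers are not independent molecules, so the intervals and floors given for REC-Seq cover counting error only.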

Since nearly all GANTCs suggested to be consistently unmethylated by SMRT sequencing [12] are represented as high scoring GANTCs in the REC-Seq (note the growth conditions or limited SMRT sequencing depth may explain the differences), we concluded that REC-Seq captures hypomethylated GANTCs in scaling manner (see below where selected sites cleaved in *WT* are no longer cleaved in the Δ*mucR1/2* mutant). 

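Table 1 marks 24 of the 50 top hits of *WT* cells as persistently unmethylated in the published SMRT data [12]. In the deposited list these 24 GANTCs had REC-Seq scores between 2404 and 10236, with a median of 4271. The best of them ranked 4 and the last ranked 43 among the 2592 GANTCs listed. The other 26 GANTCs of Table 1 had a median score of 4226. The median over all listed GANTCs was 9. All 50 scores of Table 1 were identical in the deposited list, and Table 1 holds only GANTCs with a high score, so unmethylated GANTCs of [12] with a lower score are not covered by these counts. In the Δ*mucR1/2* library, the score scaled to the library's total fell at least 4-fold at 17 of the 24 marked GANTCs and did not at the other 7. Because nearly all GANTCs called unmethylated by SMRT sequencing score high, the paper concludes that REC-Seq captures hypomethylated GANTCs in a scaling manner.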

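For *S. meliloti*, gDNA of 1 *WT* culture was cleaved with *Hin*fI and processed in the same way as *C. crescentus* gDNA, with reads mapped to the chromosome and the megaplasmids pSymA and pSymB of strain Rm2011. The paper names the *WT* strain Rm2011, and the sample label gives Rm1021. The authors deposited the score of each GANTC as a count of reads, without normalization. The list held 9708 GANTCs and 1247377 reads, after repeated entries were counted a single time, with a median score of 27 and a floor of 0.000241% for 3 reads. A score over 100 was reached by 1054 GANTCs. Of these, 541 lay on the chromosome, 353 on pSymA and 160 on pSymB, which was 10.2%, 16.1% and 7.28% of the GANTCs listed on each replicon. The highest scores on the 3 replicons were 24829, 14035 and 20799. The top hit, at position 3435985 of the chromosome, lay 81 bp 5′ of the hypothetical gene SM2011_RS30450 and held 1.99% of all reads (Wilson 95% interval 1.97% to 2.02%). The second, at 218477 of pSymB, lay inside the regulator gene SM2011_RS07600 and scored 20799. The third, at 3435114 of the chromosome in the hypothetical gene SM2011_RS30445, scored 20539. The other 7 of the 10 top hits scored between 17036 (1600317, in *clpA*) and 19177 (57775). They comprised 306932, 212086 and 3277958 on the chromosome and 25061 and 355514 on pSymB. The 50 top hits held 44.7% of the reads.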

Since CcrM also methylates GANTCs in other α-proteobacteria [35, 36], we also determined the hypomethylated GANTCs on the multipartite genome of *S*. *meliloti* [37] by *Hin*fI REC-Seq and found such hypomethylated sites on the chromosome and both megaplasmids (S1 Table).

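As controls for REC-Seq, 1 library of *E. coli* gDNA and 1 of *V. cholerae* gDNA were made with *Mbo*I, which cleaves GATC only where Dam has not methylated it. The paper names the *E. coli* strain K12 Ec100D, mapped onto the MG1655 genome, and the sample label gives MG1655. *V. cholerae* O1 biovar El Tor reads were mapped to both of its chromosomes. The authors filtered and counted the reads as for *Hin*fI, and the deposited score of a GATC is a count of reads without normalization. The *E. coli* list held 3226 GATCs and 1129683 reads, with a median score of 2 and a floor of 0.000266% for 3 reads. The *V. cholerae* list held 19919 GATCs and 193960 reads, with a median score of 7 and a floor of 0.00155%. There was 1 library per species, so no spread between replicates could be given.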

To validate the *Hin*fI REC-Seq approach, we conducted REC-Seq (using the methylation-sensitive *Mbo*I restriction enzyme) on gDNA from *Escherichia coli* K12 and *V*. *cholerae*, as previously determined either by SMRT sequencing or REC-Seq [10, 34]. 

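In *E. coli*, 51 GATCs scored over 100, and the 50 top hits held 98.9% of the reads (Wilson 95% interval 98.8% to 98.9%). The 10 top hits alone held 78.0%. The highest score was 114028, at position 4073638, 67 bp 5′ of *yihU*, with 10.1% of all reads. Scores over 100000 were also found 5′ of *mngA* (765975, score 111225), *ydjL* (1861428, score 110792), *srlA* (2825745, score 103611) and *yibI* (3771970, score 102957). The next hits lay 3′ of *ycdY* (1100199, score 82044) and 3′ of *sodA* (4101540, score 77896), 5′ of *rspA* (1655214, score 64833) and inside the sRNA gene *isrC* (2071349, score 61720, and 2071317, score 52558). In *V. cholerae*, only 3 GATCs scored over 100. The highest score was 13485, at 1933145, 86 bp 5′ of the neuraminidase gene VC1784, with 6.95% of the reads (Wilson 95% interval 6.84% to 7.07%). It was followed by 2151 at 1306007, 59 bp 5′ of the cytidine deaminase gene VC1231, with 1.11% of the reads, and by 203 at 1775406, inside the serine protease gene VC1649. The other 7 of the 10 top hits scored between 60 and 95. They lay at or near VC2303, VC1934, VC1145, VCA0407, VC1631, a 23S rRNA gene and VC0184. The 50 top hits of *V. cholerae* held 9.44% of the reads (Wilson 95% interval 9.31% to 9.57%), and 91.8% of the reads lay on GATCs scoring at most 100. The alternative that moved the *V. cholerae* share most, counting only GATCs with a score of at least 10, gave 13.7%. Because known unmethylated sites emerged with a high score in these controls, the paper concludes that REC-Seq with *Hin*fI detects and quantitates GANTCs that escape methylation by CcrM.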

The Dam methylase introduces m6A marks at GATCs in many γ-proteobacterial genomes [4] that protect from cleavage by *Mbo*I. As known unmethylated sites in these control experiments indeed emerged with high score (S2 Table), we conclude that *Hin*fI REC-Seq is an efficient method to detect and quantitate GANTCs that escape methylation by CcrM.

### Several hypomethylated GANTCs in *C*. *crescentus* are MucR target sites

Having identified hypomethylated GANTCs in the *C*. *crescentus* genome by *Hin*fI REC-Seq, we noted that many high scoring GANTCs lie in regions that are occupied by MucR1/2 as determined by previous chromatin-immunoprecipitation deep-sequencing (ChIP-Seq) analysis [17]. 

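MucR1/2 target sequences were taken here from the deposited MucR1 ChIP-Exo lists, and a GANTC counted as a target when it lay within 100 bp of a promoter region listed at any of the 4 time points. There were 163 such regions of 600 bp. They took in 135 of the 2592 GANTCs listed in *WT* cells (5.21%). Of the 148 GANTCs with a score over 100, 39 lay in MucR1 regions (26.4%, Wilson 95% interval 19.9% to 34.0%). Of the 50 top hits, which scored at least 1765, 20 lay in them (40%, interval 27.6% to 53.8%). Among 10000 lists of 148 GANTCs drawn at random from the 2592, the share had a median of 5.41% and a maximum of 14.9%. Among 10000 random lists of 50, the median was 4% and the maximum 18%. Both shares lay above every random list, which describes these libraries and is not a test across replicates. The lists were not matched for location relative to genes, and the regions are promoter regions. GANTCs scoring over 100 lay 5′ of their nearest feature more often (39.9%) than those scoring at most 100 (13.0%). The lists therefore cannot show an excess beyond that of promoter location. The alternative that moved the share of GANTCs scoring over 100 most was a score minimum of 50, which gave 21.4%. Table 1 marks 24 of the 50 top hits as MucR targets, and 4 of these lay outside the ChIP-Exo regions. No GANTC of Table 1 without the mark lay inside them.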

Of the hits with a score higher than 100, one third lie in MucR1/2 target sequences, and the proportion is even higher (50%) in the case of the 50 top hits (Table 1 and S1 Table). To test if MucR1/2 occludes these GANTCs from methylation by CcrM, we conducted *Hin*fI-cleavage analysis of gDNA from *WT* (NA1000) and Δ*mucR1/2* double mutant by qPCR (henceforth *Hin*fI-qPCR assay) at six MucR1/2 target sites. The *CCNA_00169* promoter (henceforth P*169*) contains four GANTCs; the *CCNA_02901* promoter (P*2901*), the *CCNA_01149* promoter (P*1149*) and the *CCNA_01083* internal sequence contain two GANTCs each; the *CCNA_02830* and *CCNA_03248* promoters (P*2830* and P*3248*) carry one GANTC each (Fig 2A). A high percentage (100%) of methylation in the *Hin*fI-qPCR assay indicates that *Hin*fI cannot cleave this site because of prior methylation by CcrM, whereas a low percentage reflects efficient cleavage of the non-methylated DNA by *Hin*fI. In *WT* gDNA these six MucR1/2-target sequences are almost completely cleaved by *Hin*fI, indicating that the GANTCs are hypomethylated in the presence of MucR1/2. However, these sites are methylated and therefore not cleaved by *Hin*fI in Δ*mucR1/2* cells (Fig 2B). As control for the specificity of the *Hin*fI-qPCR assay we conducted the same analysis on sequences that are not MucR1/2 targets harbouring either i) a hypomethylated GANTC (P_*nagA*_), ii) several methylated GANTCs (P_*podJ*_) or iii) a control sequence that does not contain GANTCs (P_*xylX*_). These controls revealed a level of amplification in the *Hin*fI-qPCR assay as predicted (S1A Fig) and showed no difference between *WT* and Δ*mucR1/2* cells. Thus, only hypomethylated sequences that are bound by MucR1/2 *in vivo* are converted to methylated GANTCs in the absence of MucR1/2.

**Table 1:** REC-Seq in *WT* and Δ*mucR1/2*. GANTC sites with the highest (top 50) REC-Seq score in *WT C*. *crescentus* are listed. The complete list of REC-Seq data for both *WT* and Δ*mucR1/2* strains is reported in S1 Table.

Position of GANTC site		REC-Seq Score in		Possible association	^(1)^Persistently unmethylated	^(2)^MucR target
		*WT*	Δ*R1R2*			
180973	180975	17756	1802	CCNA_00169		R1, R2
3781337	3781339	15184	8230	CCNA_R0079		
3992382	3992384	10934	5474	CCNA_03826/CCNA_03827		
738031	738033	10236	4678	CCNA_00681/CCNA_00682	Y	
3415859	3415861	9733	91	CCNA_03248	Y	R1, R2
2321619	2321621	9628	5563	CCNA_02167	Y	
2509257	2509259	9166	4171	CCNA_02366/CCNA_02367	Y	
1014421	1014423	8697	4155	CCNA_R0125/CCNA_00938/ CCNA_00939	Y	
1253987	1253989	7236	0	CCNA_01149	Y	R1, R2
1188431	1188433	7162	0	CCNA_01083	Y	R1
3431586	3431588	6912	116	CCNA_03262/CCNA_03263		R1, R2
3882781	3882783	6740	1061	CCNA_R0090/CCNA_03717/ CCNA_03718		
479267	479269	6634	14	CCNA_00466		R1, R2
458563	458565	6417	3	CCNA_00451	Y	
461814	461816	6211	4061	CCNA_00454/CCNA_03920	Y	
2086467	2086469	5523	19	CCNA_01944/CCNA_R0152		R1, R2
435741	435743	5173	0	CCNA_00425	Y	R1, R2
2056538	2056540	4840	2243	CCNA_01912/CCNA_01913		
1544245	1544247	4824	0	CCNA_01426	Y	R1, R2
1645085	1645087	4804	1875	CCNA_R0040		
1375838	1375840	4795	2782	CCNA_01247/CCNA_01248		
626625	626627	4669	3281	CCNA_00594/CCNA_R0112		
181127	181129	4639	0	CCNA_0169	Y	R1, R2
2335870	2335872	4636	571	CCNA_03962		
3885153	3885155	4552	247	CCNA_03719/CCNA_03721		
2984830	2984832	3903	0	CCNA_03980/CCNA_02830	Y	R1, R2
1567545	1567547	3901	3	CCNA_01457		R1, R2
1187860	1187862	3825	16	CCNA_01083	Y	R1, R2
2396048	2396050	3680	1531	CCNA_02246/CCNA_02247		
3056349	3056351	3578	0	CCNA_02901	Y	R1, R2
1187837	1187839	3298	7	CCNA_01083	Y	R1, R2
738020	738022	3255	1557	CCNA_00681/CCNA_00682	Y	
3056446	3056448	3249	0	CCNA_02901	Y	R1, R2
1906979	1906981	3099	17	CCNA_01779/CCNA_01780		R1, R2
181231	181233	2934	3	CCNA_00169	Y	R1, R2
3359883	3359885	2887	1682	CCNA_03199		
1254029	1254031	2873	0	CCNA_01149	Y	R1, R2
713385	713387	2823	0	CCNA_00657	Y	R1, R2
181197	181199	2712	0	CCNA_00169	Y	R1, R2
3261049	3261051	2571	283	CCNA_03108		
3188019	3188021	2520	1834	CCNA_03032/CCNA_03033	Y	
3987164	3987166	2451	489	CCNA_R0199		
2889722	2889724	2404	0	CCNA_02726	Y	R1, R2
2591862	2591864	2365	124	CCNA_02452		
2044585	2044587	2309	1765	CCNA_01902		
3592546	3592548	2178	7814	CCNA_03426		
1690112	1690114	2126	1239	CCNA_01573/CCNA_01574		
902058	902060	2098	6	CCNA_00836		R1, R2
2426668	2426670	1824	108	CCNA_02275/CCNA_02277		
1544275	1544277	1765	0	CCNA_01426		R1, R2

^(1)^ Sites labelled with Y were identified as persistently unmethylated during the cell cycle by Kozdon et al. [12]

^(2)^ Indicates whether a given GANTC site overlaps with MucR1 (R1) or MucR2 (R2) peaks identified by ChIP-Exo and ChIP-Seq (S4 Table and [17])

**Fig 2:**
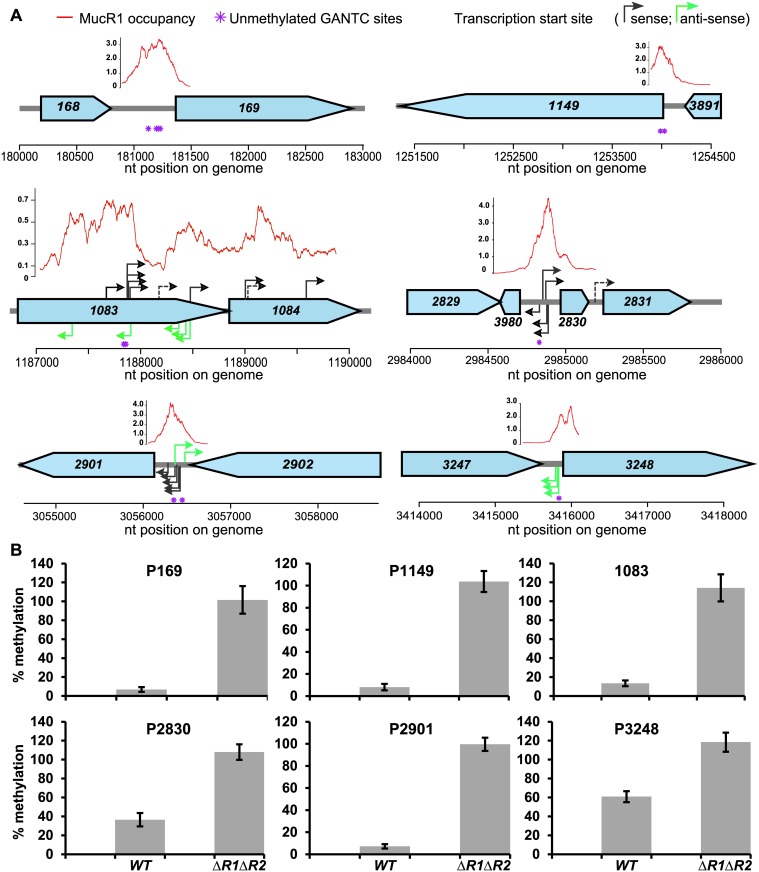
MucR occludes specific GANTC sites from methylation. (A) Schematic of the loci carrying hypomethylated GANTCs occluded by MucR. The position of the hypomethylated GANTCs identified by Kozdon et al. [12] is indicated by purple asterisks. Red lines represent the occupancy of MucR1 and the values (x10^4^ *per-base* coverage) calculated by the super-resolution bioinformatic approach represent the average of the four time points (T10, T40, T70 and T100, as described in the Methods). The MucR-dependent transcription start sites, determined by TSS-EMOTE, are indicated by black (sense) and green (antisense) arrows. Dashed arrows indicate transcription start sites found in both *WT* and Δ*mucR1/2* strains (*CCNA_01083*-*CCNA_01084*) or down-regulated in the Δ*mucR1/2* strain compared to the *WT* (promoter of *CCNA_02831*). (B) Methylation percentage of the loci shown in panel A in the *WT* and Δ*mucR1/2* strains, as determined by *Hin*fI-qPCR.

SMRT sequencing of *WT* and Δ*mucR1/2* gDNA supported the result that these GANTCs carry m6A marks as inferred by a high characteristic interpulse-duration (IPD) ratio observed in Δ*mucR1/2* versus *WT* cells (S3 Table). 

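For SMRT sequencing of *C. crescentus*, 1 library of *WT* gDNA and 1 of Δ*mucR1/2* gDNA were aligned to the NA1000 genome by the authors. They deposited, for each position and strand, the coverage, the IPD ratio (interpulse duration relative to an unmodified base in the same context) and the modification quality value (QV). Positions with fewer than 3 reads on a strand were not listed. The *WT* table held 6669722 positions with a median coverage of 8 per strand, and the Δ*mucR1/2* table 7431079 positions with a median of 10. The paper's text does not give the locus tags of *mucR1* and *mucR2*. Among the genes that S4 Table annotates as ROS/MUCR regulators, CCNA_00982 (1061622 to 1062050) had 100% of its positions listed in *WT* at a mean coverage of 17.5, and 10.0% in Δ*mucR1/2* at a mean of 0.385. CCNA_00998 (1081367 to 1081786) had 52.4% listed in *WT* and 3.33% in Δ*mucR1/2*, where its mean coverage was 0.123. The third, CCNA_01418, had 97.1% listed in *WT* and 99.9% in Δ*mucR1/2*. The rebuilt genome sequence held 4486 GANTCs. A coverage of at least 10 on both strands was reached by 1268 of them in *WT* and by 1986 in Δ*mucR1/2*. The Methods take a QV of at most 10 to 30 on both strands, depending on the background of the sample, as unmethylated. With 30, the upper end of that range, and the coverage minimum of 10 chosen here, 557 GANTCs (43.9%) were unmethylated in *WT* and 703 (35.4%) in Δ*mucR1/2*. Their median IPD ratios were nonetheless 5.77 and 6.24, and the QV rose with coverage (Spearman rho 0.80 across the *WT* GANTCs with an IPD ratio over 4 on both strands, which are not independent replicates). The alternative that moved the *WT* count most at the same coverage was a QV of at most 10, which gave 6. Each strain had 1 library, so no difference has a replicate check.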

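The primer sequences place 12 GANTCs in the 6 amplicons of the *Hin*fI-qPCR assay. Of these, 9 were listed on both strands in both SMRT libraries. In all 9 the IPD ratio averaged over the strands was higher in Δ*mucR1/2* than in *WT*. Their IPD ratio, as the mean of the 2 strands, was between 0.649 and 3.88 in *WT* (median 1.29) and between 2.70 and 8.25 in Δ*mucR1/2* (median 4.38). The median log2 change was 1.73, with a range of 0.62 to 3.39. The highest median among 10000 random lists of as many GANTCs was 1.40 and the median list gave 0.15, as a description of these libraries. The lists took in GANTCs of any *WT* IPD ratio, and the median over the GANTCs in *WT* was 5.92. They were not matched to the low *WT* ratios of these 9, so they cannot show a larger rise than at other GANTCs low in *WT*. The largest change was at 181197 in P169, from 0.649 to 6.80, and the smallest at 2984830 in P2830, from 3.88 to 5.95. At 2984830 the IPD ratio of the plus strand rose from 0.763 to 7.71, and that of the minus strand fell from 6.99 to 4.19. The other 3 GANTCs, 1253987 and 1254029 in P1149 and 3056446 in P2901, were not listed on both strands in *WT* and had IPD ratios of 7.08, 3.20 and 3.80 in Δ*mucR1/2*. Coverage at the GANTCs that Table 1 lists for these loci was between 4 and 22 per strand, and only 3 of them had a coverage of at least 10 on both strands in both libraries. Those 3 all lay in *CCNA_01083*, and 1188431 among them lies outside its amplicon. Their median log2 change was 2.21, against 1.46 for the highest random list. GANTC 180973, which Table 1 assigns to *CCNA_00169* and which lies outside the P169 amplicon, had an IPD ratio of 2.01 in *WT* and 0.918 in Δ*mucR1/2*. With the QV rule, 7 GANTCs were unmethylated in *WT* and methylated (a QV of at least 45 on both strands) in Δ*mucR1/2*, and none of the 12 was among them. The largest QV of a *WT* strand was 17 and of a Δ*mucR1/2* strand 48 at the GANTCs of these loci in Table 1. From the higher IPD ratio in Δ*mucR1/2* cells, the paper infers that these GANTCs carry m6A marks in the absence of MucR1/2.

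**Figure D1:**
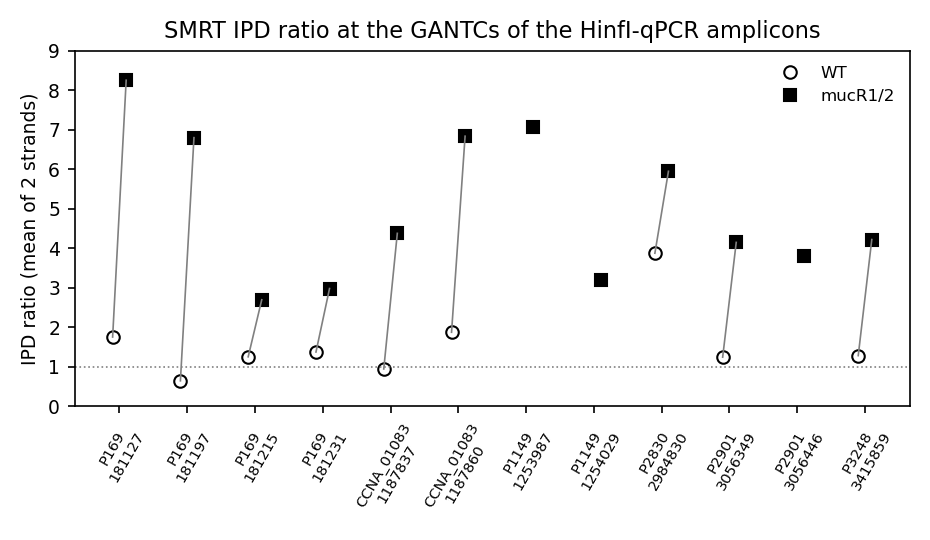
IPD ratio (mean of the 2 strands) at the 12 GANTCs of the 6 *Hin*fI-qPCR amplicons, by position, in *WT* (open circles) and Δ*mucR1/2* (filled squares), with lines joining the 9 GANTCs listed on both strands in both strains and a dotted line at an IPD ratio of 1. The 9 joined GANTCs sit between 0.649 and 3.88 in *WT* and between 2.70 and 8.25 in Δ*mucR1/2*.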

Interestingly, this analysis also revealed eleven GANTCs with the inverse behaviour, i.e. a low IPD ratio in Δ*mucR1/2* versus *WT* cells, suggesting that they no longer carry m6A marks in the absence of MucR1/2. 

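With a QV of at most 30 on both strands in Δ*mucR1/2* and of at least 45 on both strands in *WT*, at a coverage of at least 10, 4 GANTCs passed from methylated to unmethylated by the QV. They lay at 119642, 648323, 2382708 and 3544621, and their IPD ratios in Δ*mucR1/2* were 5.32, 4.29, 6.66 and 5.09, against 6.40, 7.27, 7.27 and 5.87 in *WT*. The median over the GANTCs in Δ*mucR1/2* was 6.52, so the QV alone does not show a loss of methylation there. The unscaled REC-Seq scores of the 4 were 3, 6, 2 and 5 in *WT* and 0, 0, 2 and 4 in Δ*mucR1/2*. These few reads cannot decide it, because the Δ*mucR1/2* library held 0.259 times the reads of *WT*. Of the 11 GANTCs in the Δ*mucR1/2* list of S3 Table, 7 were listed on both strands in both deposited libraries. The IPD ratio was lower in Δ*mucR1/2* than in *WT* at 4 of them and higher at the other 3. The largest decreases were at 1375838 in P1248, from 4.35 to 1.13, and at 738031, 5′ of CCNA_00682, from 3.28 to 0.931. The IPD ratio also decreased at 3781337, from 1.41 to 1.28, and at 1927485, from 0.806 to 0.665. S3 Table lists 1927485 for *WT* too. The IPD ratio increased at 1014421, from 1.15 to 3.45, at 2321619, from 0.965 to 1.94, and at 2056538, from 3.52 to 4.83. In *WT*, 9 of the 11 GANTCs had an IPD ratio under 2 on at least 1 strand. GANTC 3592546 in P3426 was listed on 1 strand in *WT*, with an IPD ratio of 0.416, and had a ratio of 2.08 in Δ*mucR1/2*. GANTC 2509257 was listed on 1 strand in *WT* with a ratio of 1.29 and had a ratio of 2.97 in Δ*mucR1/2*. GANTCs 1081324 and 2833062 were not listed in the deposited Δ*mucR1/2* table, where 15.4% and 35.8% of the positions within 100 bp of them were listed. Coverage at the 9 GANTCs listed in Δ*mucR1/2* was between 4.5 and 14.5, as the mean of the 2 strands. The paper's median coverage per strand at the GANTCs it lists for Δ*mucR1/2* is 44. The deposited Δ*mucR1/2* values rest on fewer reads, so the 3 increases do not decide against the paper's IPD ratios. From low IPD ratios in Δ*mucR1/2* versus *WT* cells, the paper proposes that such GANTCs no longer carry m6A marks in the absence of MucR1/2.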

To confirm this result we conducted *Hin*fI-qPCR assays at two of these GANTCs: the *CCNA_01248* promoter (P*1248*) and the *CCNA_03426* promoter (P*3426*). As predicted by the methylome analysis, we observed that the methylation percentage of these GANTCs was reduced in Δ*mucR1/2* versus *WT* (S1B Fig). On the basis of these experiments, we conclude that MucR1/2 prevents m6A-methylation by CcrM at several MucR1/2-target sequences, but can also facilitate methylation at other sites. This would likely occur by an indirect mechanism involving other MucR-dependent DNA-binding proteins that compete with CcrM at certain GANTCs.

To obtain a global picture of hypomethylated GANTCs in the absence of MucR1/2, we conducted REC-Seq analysis on gDNA extracted from the Δ*mucR1/2* strain (Table 1 and S1 Table). 

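The REC-Seq library of Δ*mucR1/2* gDNA was made with *Hin*fI from 1 culture, and the authors filtered, mapped and counted its reads as for *WT*. The deposited scores are counts of reads without normalization. The list held 1310 GANTCs and 88934 reads, which was 0.259 times the total of *WT*, with a median score of 5 and a highest score of 8230. A score over 100 was reached by 59 GANTCs. The floor for 3 reads was 0.00337% of the library. Between the libraries, 1130 GANTCs were shared, and 2772 were listed in at least 1 of them. Scores were scaled to the library's total before comparison, after the legend of S2 Fig, and log2 changes were computed with a pseudocount of 1 read, a GANTC absent from a list counting as 0 reads. With 1 library per strain, a change in score compares these libraries and has no replicate check. The median ratio of the unscaled scores, over the 58 GANTCs with a score over 100 in both, was 0.436. REC-Seq lists hold no reads that would test the deletion of *mucR1* and *mucR2* directly, so the genotype of this library rests on its label.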

Comparison of the REC-Seq data for *WT* and Δ*mucR1/2* cells (S2 Fig) supported the conclusion that binding of MucR1/2 prevents methylation by CcrM, as the GANTCs tested by *Hin*fI-qPCR (shown in Fig 2) have a high REC-Seq score in *WT* and a low REC-Seq score (or they are not detected) in the Δ*mucR1/2* strain. Moreover, most of the GANTCs that show a strong decrease in score between *WT* and Δ*mucR1/2* cells are also lying in regions directly bound by MucR1/2 (Table 1 and S1 Table), based on ChIP-Exo (S4 Table) and published ChIP-Seq data [17].

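All 12 GANTCs in the 6 *Hin*fI-qPCR amplicons were listed in *WT*, with scores between 1022 and 9733. In Δ*mucR1/2*, 8 of the 12 were absent from the list and the highest remaining score was 91. The log2 change in scaled score was between −10.87 and −4.78, with a median of −9.50. In P169, the scores of 181127, 181197 and 181215 were 4639, 2712 and 1022 in *WT*, and all were absent in Δ*mucR1/2*. The fourth GANTC of P169, 181231, scored 2934 in *WT* and 3 in Δ*mucR1/2*. In P1149, 1253987 scored 7236 and 1254029 scored 2873 in *WT*, and both were absent in the mutant. In P2901, 3056349 scored 3578 and 3056446 scored 3249, and in P2830, 2984830 scored 3903, all absent in the mutant. A GANTC with reads on only 1 strand is not listed either, so absence does not mean 0 reads. Inside *CCNA_01083*, the score changed from 3298 to 7 at 1187837 and from 3825 to 16 at 1187860. In P3248, 3415859 scored 9733 in *WT* and 91 in Δ*mucR1/2*, the smallest of the 12 changes. The top hit of *WT*, 180973, lies outside the P169 amplicon and scored 17756 in *WT* and 1802 in Δ*mucR1/2*, a log2 change of −1.35 that was −3.30 without scaling. Because the tested GANTCs have a high score in *WT* and a low score or none in Δ*mucR1/2*, the paper concludes that binding of MucR1/2 prevents methylation by CcrM.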

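Of the 148 GANTCs with a score over 100 in *WT*, 61 fell at least 4-fold in Δ*mucR1/2* after scaling, and 30 of these were absent from the mutant list. The 61 GANTCs held 40.2% of the reads in *WT* and 1.18% in Δ*mucR1/2*. Of the 61, 34 lay within 100 bp of a MucR1 ChIP-Exo region (55.7%, Wilson 95% interval 43.3% to 67.5%). Of the 87 that did not fall, 5 did (5.75%, interval 2.48% to 12.8%). Among 10000 random lists of 61 drawn from the 148 GANTCs, the share had a median of 26.2% and a maximum of 42.6%, as a description of these libraries. The alternative that moved the count most, no scaling, gave 88 GANTCs, of which 40.9% lay in MucR1 regions. A 10-fold change gave the highest share, 70.2%. Of the 27 GANTCs that fell outside the regions, 20 lay inside an annotated feature, 8 of them in 23S rRNA genes and 4 in *CCNA_01083*, and 5 lay within 500 bp of a region. The 8 in 23S rRNA genes lay in CCNA_R0066 and CCNA_R0084. Their *WT* scores were similar in both genes, such as 862 at 2865043 and 839 at 3795076. They may be the same sites of a repeated gene, and the interval of 43.3% to 67.5% counted them as independent. In Table 1, 23 of the 24 marked MucR targets fell at least 4-fold, against 4 of the 26 without the mark. In the opposite direction, 7 GANTCs with a score over 100 in Δ*mucR1/2* rose at least 4-fold, and 1 of them lay in a MucR1 region. The largest rise was at 3592546 in P3426, from 2178 to 7814 (log2 change 3.79). It was followed by 248024, from 39 to 118 (3.52), 482023, from 118 to 285 (3.21), 2656315, from 114 to 205 (2.79), and 2546205, from 694 to 934 (2.38). Without scaling, none of the 7 rises reached 4-fold. On the basis of ChIP-Exo and ChIP-Seq, the paper states that most of the GANTCs with a strong decrease lie in regions directly bound by MucR1/2.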

### Conditions that impair local GANTC hypomethylation by MucR1/2

Since CcrM is restricted to late S-phase and MucR1/2-repression is overcome in G1-phase [17, 28], we tested if MucR1/2-bound GANTCs are still hypomethylated when CcrM no longer cycles. To this end we used two strains: the Δ*lon*::Ω (henceforth *lon*) mutant, as the Lon protease is responsible for degradation of CcrM throughout the cell cycle and upon inactivation of Lon the CcrM protein accumulates also in G1-cells, although it is only synthesized in S-phase [28, 29], and a strain with a second copy of the *ccrM* gene under control of the constitutive P_*lac*_ promoter (integrated at the *ccrM* locus, *ccrM*::P_*lac*_-*ccrM*) [30, 33]. Indeed, *Hin*fI-qPCR analysis revealed that the fraction of methylated P*169*, P*1149* and P*2901* GANTCs increases in *lon* and *ccrM*::P_*lac*_-*ccrM* strain relative to *WT* cells (Fig 3A).

**Fig 3:**
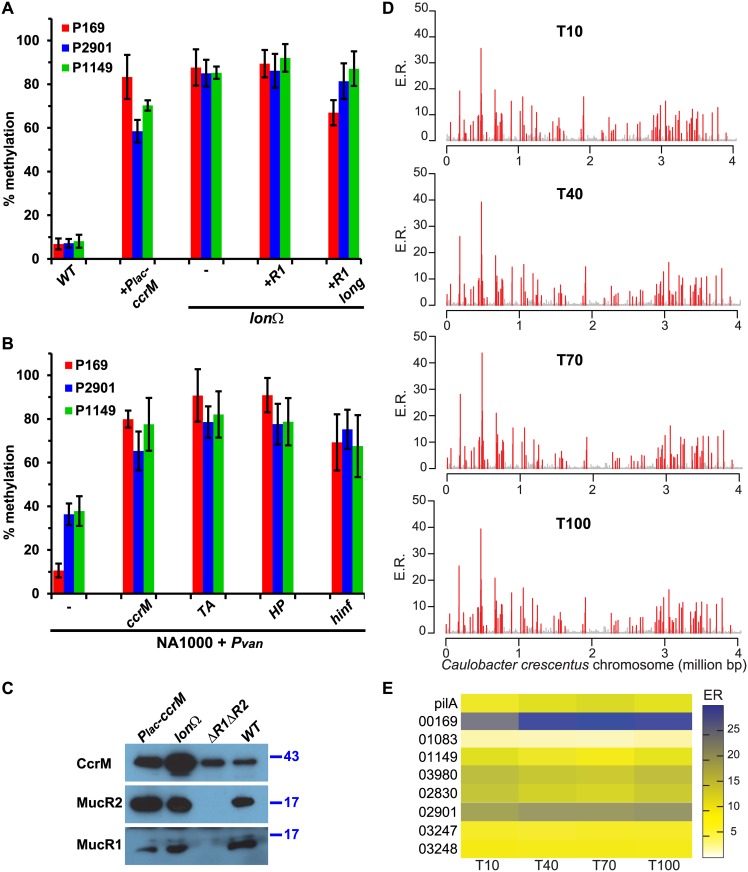
Hypomethylation by MucR is impaired in G1-phase cells. (A) Methylation percentage of the *P169*, *P1149* and *P2901* sequences in strains in which the methyltransferase CcrM is stabilised. The *Hin*fI-qPCR analysis indicates that methylation is increased in cells carrying *P*_*lac*_*-ccrM* or the *lon* mutation. In the case of the *lon* mutant, the methylation of *P169*, *P1149* and *P2901* is not affected by increased levels of MucR1 [*R1*: *P*_*van*_*-mucR1*, *R1 long*: N-terminally extended dominant-negative MucR1 variant expressed from P_*van*_ on pMT335]. (B) Methylation percentage of the *P169*, *P1149* and *P2901* sequences in *WT* cells that constitutively express *ccrM* or heterologous GANTC-methylases from P_*van*_ on pMT335 (TA, *Thermoplasma acidophilum*; HP, *Helicobacter pylori*; *hinf*, *Haemophilus influenzae*). (C) Immunoblot showing the steady-state levels of CcrM, MucR1 and MucR2 in *WT* cells as well as the *P*_*lac*_*-ccrM*, *lon* and Δ*mucR1/2* strains. Molecular size standards are indicated on the right as blue lines with the corresponding values in kDa. (D) Genome-wide occupancy of MucR1 in synchronised *WT* cells at four different time points as determined by ChIP-Exo and super-resolution bioinformatic analysis: swarmer (T10), stalked (T40), early pre-divisional (T70) and late pre-divisional cells (T100). The *x* axis represents the nucleotide position on the genome, whereas the *y* axis shows the enrichment ratio (E.R.) for each promoter region as reported in the S4 Table (see Methods for a detailed description). (E) Heat map of the enrichment ratios of selected loci (those that contain hypomethylated GANTCs occluded by MucR, see Fig 2) at the four time points after synchronization. The *pilA* locus is shown as comparison as it is a well-characterized target of MucR [17]. The heat map shows that MucR1 is constitutively associated with these loci.

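Of the 9 loci of Fig 3E, 8 were listed with an enrichment ratio (ER) over 2.5 at all 4 time points, and no region was listed under *CCNA_01083* (1186885 to 1188876). The region of the neighbouring gene CCNA_01084 (1188373 to 1188973) overlaps *CCNA_01083* and takes in its GANTC 1188431, and its ER was 13.4, 12.0, 10.9 and 13.1 at the 4 time points. The region of CCNA_01082 (1186598 to 1187198), at the other end, was listed at T10 (ER 2.55) and T100 (ER 2.62). Among the 8, the highest ER of a locus was between 1.08 and 1.47 times its lowest. The ER of *CCNA_00169* (region 180879 to 181479) was 19.1 at T10, 26.1 at T40, 28.1 at T70 and 25.4 at T100, the widest relative range. The ER of *pilA* (CCNA_03043) was 9.46, 11.0, 11.6 and 10.7 at the same time points. The ER of *CCNA_02901* was lowest at T10 (15.2) and highest at T100 (16.4). Those of *CCNA_01149*, *CCNA_03980* and *CCNA_02830* were highest at T10, at 10.8, 13.5 and 12.9, and lowest at T70, at 8.90, 12.5 and 11.8. The ER of *CCNA_03247* lay between 6.10 and 6.62 and that of *CCNA_03248* between 7.71 and 8.55. With 1 library per time point, no replicate spread was there to set these ranges against.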

To exclude that constitutive presence of CcrM simply prevents MucR binding to DNA because CcrM outnumbers and therefore outcompetes MucR, we conducted several control experiments to demonstrate the specificity of the methylation control at these GANTCs. First, immunoblotting experiments revealed that MucR1/2 levels were maintained in the *lon* and *ccrM*::P_*lac*_-*ccrM* strains compared to *WT* (Fig 3C). Second, overexpression of either *WT* MucR1 or of an N-terminally extended (dominant-negative) MucR1 variant from P_*van*_ on a high copy plasmid (pMT335) [17, 38] did not prevent methylation of P*169*, P*1149* and P*2901* GANTCs in *lon* mutant cells (Fig 3A) or alter CcrM steady-state levels (S1C Fig). Conversely, constitutive expression of CcrM from the same vector (pMT335) in *WT* cells recapitulated the effect on methylation of the P*169*, P*1149* and P*2901* GANTCs (Fig 3B). Similarly, methylases of *Thermoplasma acidophilum* (*TA*), *Helicobacter pylori* (*HP*) or *Haemophilus influenzae* (*Hinf*), which also specifically methylate GANTCs but are not related to α-proteobacterial CcrM, also lead to methylation of these hypomethylated GANTCs when expressed from pMT335 (Fig 3B). By contrast, the methylation state of GANTCs at the *parS* locus was not significantly altered by the expression of the methylases or by the *lon* mutation (S1D Fig). On the basis that CcrM and unrelated methylases are able to compete against MucR1/2 for methylation of P*169*, P*1149* and P*2901* GANTCs when expressed constitutively, we hypothesize that MucR1/2 no longer efficiently compete with CcrM in G1-phase when both proteins are present at this time (Fig 3A and 3B).

To test if MucR1 binds to its targets in G1-phase, we conducted chromatin-immunoprecipitation-followed by deep-sequencing of exonuclease treated fragments (ChIP-Exo), a technique with enhanced resolution compared to conventional ChIP-Seq [39]. 

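For ChIP-Exo, 1 library was made at each of the 4 time points from synchronized *WT* cells with the antibody to MucR1. The deposited lists hold promoter regions in place of super-resolution binding sites. The authors averaged the per-base coverage of the 600 bp from 500 bp before to 100 bp after each start codon and divided it by the mean coverage of 600-bp windows over the intergenic regions of the same library, which gives the enrichment ratio (ER). No input or mock library enters this ratio. Regions with an ER over 2.5 were deposited, 152 at T10, 152 at T40, 148 at T70 and 150 at T100. Their median ER was 6.61, 6.05, 6.52 and 6.41 and their highest ER 35.6, 39.2, 43.7 and 39.4 in the same order. The lists give no read counts, so the depth behind each ER is unknown. Regions of different time points were taken as shared when their positions lay within 20 bp.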

We treated with the anti-MucR1 antibody chromatin prepared from synchronized cells at four different time points after synchronization [10 min (T10, G1 phase), 40 min (T40, G1-to-S transition), 70 min (T70, early S-phase), 100 min (T100, late S-phase) (Fig 1B)] and used a bioinformatic algorithm to define the binding sites at super-resolution (see Methods and [40]). 

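Of the 152 promoter regions listed at T10, 140 were listed at every other time point (92.1%, Wilson 95% interval 86.7% to 95.4%). The ER of the 12 others at T10 lay between 2.53 and 2.98, apart from CCNA_02021 with 3.88. In all, 163 regions were listed at any time point, and 23 of them were not listed at all 4. An unlisted region has an ER of at most 2.5, and 4 of the 23 had an ER over 1.5 times this minimum at another time point. Across shared regions, which are not independent replicates, Spearman's rho of the ER was lowest between T10 and T70 (0.921, 140 regions) and highest between T40 and T100 (0.987, 146 regions). Between 95.7% and 100% of the shared regions had ERs within 1.5-fold of each other in each pair of time points. Over the 140 regions listed at all 4 time points, the median of the highest ER divided by the lowest was 1.18. This ratio was over 1.5 at 6 of these regions and over 2 at 3 of them, CCNA_03459, CCNA_03458 and CCNA_03992, whose ERs were 2.57, 2.74 and 2.67 at T10 and 5.48, 5.81 and 5.64 at T70. Regions of neighbouring genes can overlap, as those of CCNA_03980 (2984620 to 2985220) and CCNA_02830 (2984467 to 2985067) did. The counts of regions and the interval above treat such regions as separate. The median log2 ER relative to T10 was −0.09 at T40, 0.02 at T70 and 0.02 at T100. The alternative that moved these values most kept the regions of each time point with at least the median ER of that time point, which gave a share of 85.5% and a lowest rho of 0.836. All 76 T10 regions kept were in the full lists of the other time points, and 65 of them had at least the median ER at each. The paper states that the profiles were nearly congruent and that no major changes of binding were revealed, and it leaves open changes in binding dynamics that its methods cannot detect.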

Surprisingly, the binding profiles at the four time points appeared to be nearly congruent (Fig 3D) and quantification of the enrichment ratio failed to reveal major changes of MucR1 binding to its targets during the cell cycle (Fig 3E and S4 Table). On the other hand, conformational changes or altered dynamics of binding (i.e. dissociation constants, on- and off-rates) that are undetectable by our methods might allow transcription from the MucR-bound promoters in G1-phase. Transient release of DNA by MucR1/2 or changes in chromatin conformation could provide access to competing DNA binding proteins such as CcrM, RNA polymerase (RNAP) and other transcription factors (like CtrA) in G1-phase to induce methylation or firing of the MucR1/2 target promoters.

### MucR-dependent hypomethylation regulates sense and anti-sense transcription

As MucR1/2 regulates the methylation state of the aforementioned GANTCs, we wondered if the MucR1/2-targets P*169*, P*1149* and P*2901* display promoter activity in a MucR1/2-dependent and/or methylation-dependent manner. To this end, we conducted LacZ (β-galactosidase)-based promoter probe assays of P*169*-, P*1149*- and P*2901*-*lacZ* transcriptional reporters (driving expression of a promoterless *lacZ* gene) in *WT* and Δ*mucR1/2* cells and observed that LacZ activity of all reporters was elevated in Δ*mucR1/2* cells versus *WT* (Fig 4A–4C). The increase was less dramatic for P*169*-*lacZ* (156 ± 5.8% relative to *WT*) than for P*1149*- and P*2901*-*lacZ* (439 ± 7.4 and 385 ± 40%, respectively). We then asked if promoter activity is augmented when cycling of CcrM is prevented. Indeed, the P*169*-, P*1149*- and P*2901*-*lacZ* reporters indicated an increase in promoter activity in the *lon* mutant and P_*lac*_-*ccrM* strains compared to *WT* (Fig 4D). Importantly, no increase in LacZ activity was observed in *lon* and P_*lac*_-*ccrM* strains with other promoters (P*hvyA* and P*pilA*, Fig 4D) that are bound by MucR1/2 and whose activity is increased in Δ*mucR1/2* cells [17, 41] but contain no hypomethylated GANTCs. We further corroborated these results by showing that constitutive expression of *C*. *crescentus* CcrM or the *T*. *acidophilum* GANTC-methylase from P_*van*_ on pMT335 led to an increase in P*169*-, P*1149*- and P*2901*-*lacZ* promoter activity (Fig 4E). Consistent with the fact that in Δ*mucR1/2* cells these promoters are no longer hypomethylated, constitutive expression of CcrM from P_*lac*_-*ccrM* in Δ*mucR1/2* cells had no significant effect on P*169*-, P*1149*- and P*2901*-*lacZ* promoter activity (Fig 4E).

**Fig 4:**
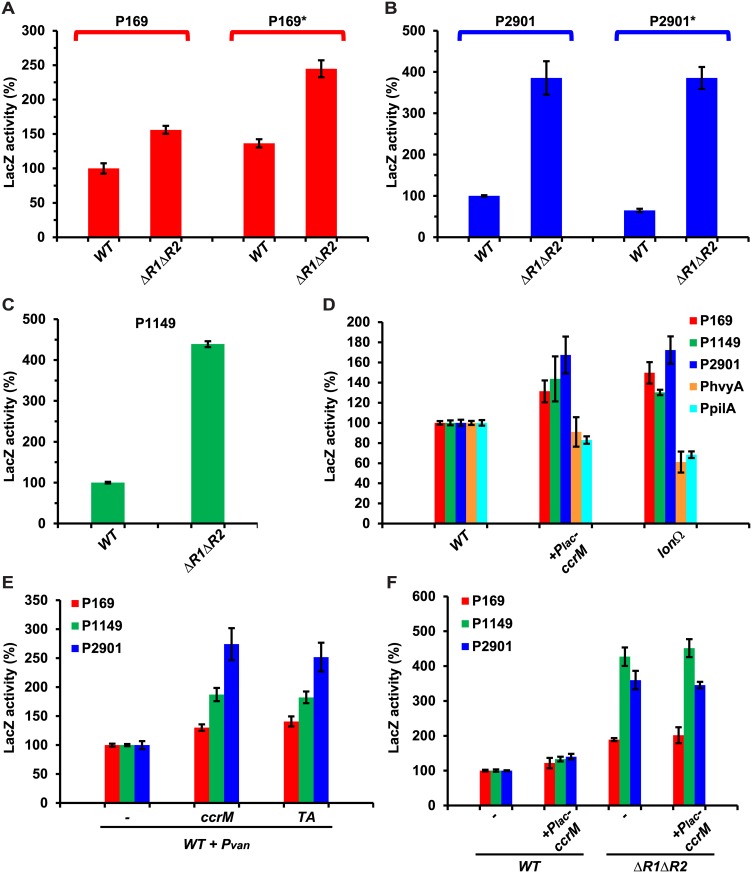
MucR and methylation by CcrM regulate transcription from target promoters. Beta-galactosidase activity of P*169* (*WT* promoter) and P169* (with all GANTCs mutated to GTNTCs) (A), P*2901* (*WT* promoter) and P2901* (with the two GANTCs mutated to GTNTCs) (B) and P*1149* (C) in *WT* and Δ*mucR1/2* cells. Mutation of MucR1/2 increases expression from P*169*-, P*2901*- and P*1149-lacZ* independently from the presence of GANTCs. Values are expressed as percentages (activity of *WT* promoter in *WT* cells set at 100%). (D) Beta-galactosidase activity of P*169*-, P*1149*-, P*2901-lacZ* promoter probe constructs and two MucR-dependent control promoter reporters (P_*hvyA*_-*lacZ* and P_*pilA*_*-lacZ*) in *WT* and cells that constitutively express *ccrM* (ccrM::P_*lac*_*-ccrM* or Δ*lon*::Ω). Methylation of the target promoters by CcrM increases the LacZ activity. Values are expressed as percentages (activity in *WT* cells set at 100%). (E) Beta-galactosidase activity of P*169*-, P*1149*- and P*2901-lacZ* in *WT* cells that constitutively express *ccrM* or a heterologous GANTC-methylase from *T*. *acidophilum* (TA) on plasmid under control of *P*_*van*_. Values are expressed as percentages (activity in *WT* carrying the empty vector set at 100%). (F) Beta-galactosidase activity of P*169*-, P*1149*- and P*2901-lacZ* in *WT* and Δ*mucR1/2* cells that constitutively express *ccrM* (ccrM::P_*lac*_*-ccrM*). Values are expressed as percentages (activity in *WT* cells set at 100%).

To determine if changing the GANTC methylation state (by mutation to GTNTC) in P*169*- and P*2901*-*lacZ* (5 sites mutated for P*169*, P169*; 2 sites for P*2901*, P2901*) also affects promoter activity, we measured LacZ activity of the mutant promoters in *WT* and Δ*mucR1/2* cells and found that they still exhibited MucR1/2-dependency, as the P169*- and P2901*-*lacZ* were still strongly de-repressed in the absence of MucR1/2 (Fig 4A and 4B). We also observed an increase (136% ± 6%) in activity of P169*-*lacZ* relative to P*169*-*lacZ* in *WT*, while the activity of P2901*-*lacZ* was decreased compared to P*2901*-*lacZ*. The mutations may alter the target sequence for other regulator(s) in addition to the methylation properties, thereby affecting transcription directly or indirectly in a positive or negative fashion [42, 43]. For example, P*2901* is bound by the master cell cycle regulator CtrA *in vivo* and the Δ*mucR1/2* mutation is known to affect CtrA expression [17], whereas the P*169* promoter is affected by the phosphate starvation response (see below) [44, 45].

LacZ-based assays are a general and indirect measurement of promoter activity, but they do not pinpoint the transcription start sites (TSSs), thus cannot reveal the physical proximity of the TSS relative to the hypomethylated GANTCs. To correlate transcriptional regulation of MucR1/2 and hypomethylated GANTCs, we took advantage of the recently developed RNA-Seq-based strategy for exact mapping of transcriptome ends (EMOTE) [46] that can also be used to map the (unprocessed) 5’ends of nascent transcripts that harbour triphosphate 5’end (5’-ppp). To this end, total RNA is first treated with XRN1 (to remove transcripts with monophosphorylated 5’ends) and then 5’-ppp transcripts are treated with *E*. *coli* RppH, which converts the 5’ends to a monophosphorylated form that can be ligated to a bar-tagged RNA oligo using T4 RNA ligase [46] (S3 Fig). Comparative TSS-EMOTE analysis in total RNA extracted from *WT* and Δ*mucR1/2* cells unearthed several TSSs that are activated when MucR1/2 is absent (arrows in Fig 2A, S5 Table). Importantly, several of these TSSs were detected in close proximity to the GANTCs within MucR1/2 target sequences, including P*2901*, P*2830*, P*3248* and *CCNA_01083*. These results, therefore, validate the physical proximity and functional interplay between MucR1/2 and hypomethylated GANTCs. While for weak MucR1/2 target promoters the sequencing depth may have limited their detection by TSS-EMOTE, this analysis unexpectedly revealed several MucR-dependent antisense transcripts with potential regulatory roles (green arrows in Fig 2A). We validated the MucR1/2-dependency of two such antisense promoters (P*2902*_AS and P*3247*_AS) by LacZ-promoter probe assays and detected a substantial increase in activity of P*2902*_AS-*lacZ* and P*3247*_AS-*lacZ* in Δ*mucR1/2* versus *WT* cells (S1E Fig), indicating that these promoters (and the GANTCs within) are clearly MucR1/2 regulated in *C*. *crescentus*.

### Control of hypomethylation of MucR-target promoters in α-proteobacteria

Knowing that MucR is functionally interchangeable in α-proteobacteria [17, 18] and that hypomethylated GANTCs are also detected in the *S*. *meliloti* multipartite genome by *Hin*fI REC-Seq (see above and S1 Table), we tested whether *S*. *meliloti* MucR also occludes GANTCs from methylation by CcrM in target promoters. We compared the methylation of *WT* and *mucR*::Tn *S*. *meliloti* gDNA by *Hin*fI REC-Seq and SMRT-sequencing (S1 and S3 Tables). 

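The *mucR*::Tn library of *S. meliloti* was made with *Hin*fI from 1 culture, and the authors counted its reads as for *WT*, without normalization. It held 5956 GANTCs and 204581 reads, 0.164 times the total of *WT*, with a median score of 9, 103 GANTCs scoring over 100 and a floor of 0.00147% for 3 reads. Scores were scaled to the library's total, and no replicate was there to check a change. The sample labels give Rm1021 for *WT* and Rm2011 for *mucR*::Tn, whereas the paper names Rm2011 for *WT*. By the labels, the 2 libraries differ in strain as well as in *mucR*, and the scores cannot tell these apart. Of the 1054 GANTCs with a score over 100 in *WT*, 175 fell at least 4-fold in *mucR*::Tn, and 74 of these were absent from the mutant list. The 175 GANTCs held 26.2% of the reads in *WT* and 0.923% in *mucR*::Tn. They made up 121 of 541 on the chromosome (22.4%, Wilson 95% interval 19.1% to 26.1%), 34 of 353 on pSymA (9.63%, interval 6.98% to 13.2%) and 20 of 160 on pSymB (12.5%, interval 8.24% to 18.5%). The alternative that moved the count most, no scaling, gave 844. Near *SMa1635* (SM2011_RS04470, 908523 to 908864 of pSymA), the GANTC at 909068 scored 5898 in *WT* and that at 909120 scored 1131, and both were absent in *mucR*::Tn. Inside *SMa2245* (SM2011_RS06125, 1255681 to 1258218 of pSymA), the score changed from 11352 to 24 at 1257682 (log2 change −6.22) and from 9175 to 17 at 1257305 (−6.39). At 1258258, 5′ of the gene, it changed from 5237 to 31 (−4.75). Without scaling, each of these changes was larger in size. Another GANTC of *SMa2245* scoring over 100 in *WT*, 1256157, changed from 219 to 16 (−1.09) and did not fall 4-fold. Inside *SMa1635*, 908701 scored 37 in *WT* and 26 in *mucR*::Tn, a log2 change of 2.12 after scaling. In the opposite direction, 7 GANTCs with a score over 100 in *mucR*::Tn rose at least 4-fold, 4 on the chromosome and 3 on pSymA. On pSymA, 597443 and 845542 were absent in *WT* and scored 918 and 149 in *mucR*::Tn. The score rose from 110 to 1097 at 490508 of the chromosome, 5′ of a TetR regulator gene, and from 105 to 496 at 481407 of pSymA, 5′ of *Nodulation protein D 1*. At 2008200 of the chromosome it was 849 in *WT* and 1087 in *mucR*::Tn, a log2 change of 2.96 that was 0.36 without scaling.

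**Figure D2:**
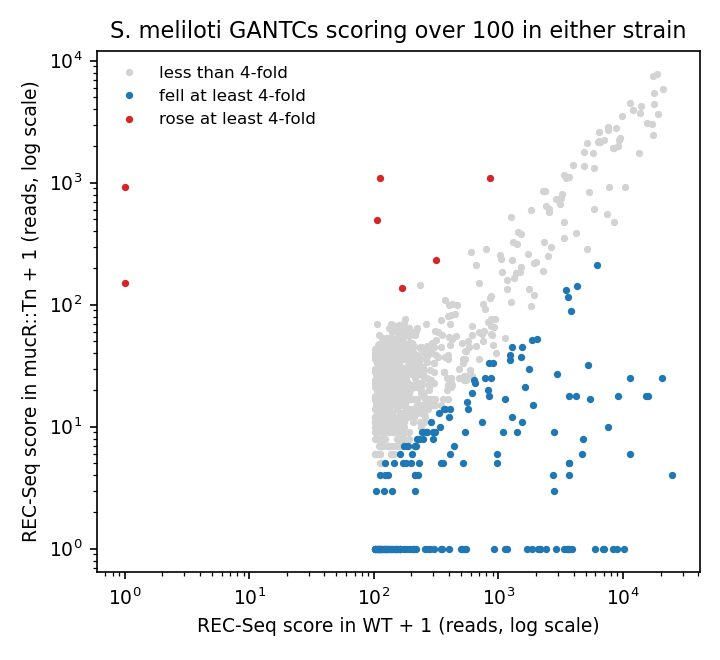
REC-Seq scores of the *S. meliloti* GANTCs that scored over 100 in *WT* or *mucR*::Tn, in reads with 1 added, *WT* on the horizontal and *mucR*::Tn on the vertical axis, both on a log scale. Each point is a GANTC, 175 that fell at least 4-fold after scaling to the library total in blue, 7 that rose at least 4-fold in red and the others in grey.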

Guided by these data sets, we validated hypomethylation of GANTCs at or near the *SMa1635* (SM2011_RS04470) and *SMa2245* (SM2011_RS06125) genes by *Hin*fI-restriction/qPCR analysis. We chose these GANTCs, located on the symbiotic megaplasmid pSymA, to take advantage of the *S*. *meliloti* multipartite genome and to explore if MucR-control of hypomethylation also applies to episomal elements such as a symbiotic megaplasmid. *Hin*fI-restriction/qPCR analysis revealed that these GANTCs are largely hypomethylated in *WT* compared to *mucR*::*Tn* cells (Fig 5A and 5B). To confirm that these GANTCs are indeed direct targets of *S*. *meliloti* MucR, we conducted quantitative ChIP (qChIP) experiments (Fig 5D) with chromatin from *S*. *meliloti WT* and *mucR*::*Tn* cells precipitated using antibodies to *C*. *crescentus* MucR2 that recognize *S*. *meliloti* MucR on immunoblots (S4A Fig). The qChIP experiments revealed that *S*. *meliloti* MucR indeed binds at or near the hypomethylated *SMa1635* and *SMa2245* GANTCs of *WT* cells (Fig 5D), but not at a control site (*SMc01552*). Moreover, since CcrM is restricted to late S-phase also in *S*. *meliloti* [14], we tested whether constitutive expression of *ccrM*^*Cc*^ in *S*. *meliloti WT* cells affected the methylation of GANTCs at *SMa1635* and *SMa2245*. Ectopic expression of *ccrM*^*Cc*^ from P_*lac*_ on pSRK vector [47] significantly increased the methylation of *SMa1635* and *SMa2245*, showing that *S*. *meliloti* MucR no longer occludes GANTCs in target promoters when cycling of CcrM is impaired (Fig 5C). Consistent with *SMa1635* and *SMa2245* being MucR targets, LacZ-based promoter probe experiments (using P*a1635-lacZ* and P*a2245-lacZ*) revealed that they are de-repressed in *S*. *meliloti mucR*::*Tn* cells compared to *WT* (Fig 5E) and that *S*. *meliloti* MucR represses P*a1635-lacZ* and P*a2245-lacZ* in *C*. *crescentus WT* or Δ*mucR1/2* cells (Fig 5F). Importantly, when cycling of CcrM in *C*. *crescentus* was prevented by P_*lac*_-*ccrM* or the *lon* mutation P*a1635-lacZ* and P*a2245-lacZ* activity was increased compared to the *WT* strain (Fig 5G). Thus, MucR controls hypomethylation during α-proteobacterial cell cycle.

**Fig 5:**
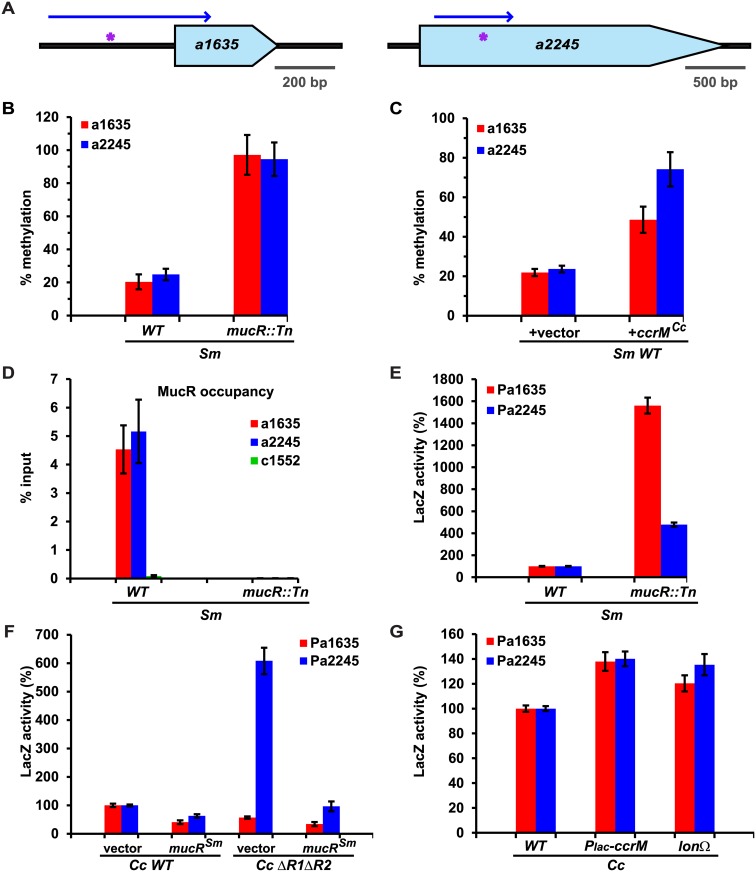
Hypomethylation control by MucR is conserved in α-proteobacteria. (A) Schematic of the two MucR-dependent hypomethylated loci (*SMa1635* and *SMa2245*) identified by SMRT-sequencing in the in *S*. *meliloti WT* genome. Position of the hypomethylated GANTCs is indicated by purple asterisks. The blue arrows indicate the DNA fragments cloned for LacZ promoter probe assays. (B) *Hin*fI-qPCR analysis showing that *SMa1635* and *SMa2245* are hypomethylated in *S*. *meliloti WT* cells compared to *mucR*::*Tn* cells. (C) Constitutive expression of *ccrM*^*Cc*^ from P_*lac*_ on pSRK [47] in *S*. *meliloti WT* cells increases the methylation percentage of *SMa1635* and *SMa2245*, indicating that hypomethylation of GANTCs by MucR is also impaired in *S*. *meliloti* G1-phase cells. (D) MucR occupancy at *SMa1635*, *SMa2245* and *SMc1552* (control) in *WT* and *mucR*::*Tn S*. *meliloti* cells, as determined by qChIP using antibodies to *C*. *crescentus* MucR2. *SMa1635* and *SMa2245* are bound by *S*. *meliloti* MucR, which suggests that hypomethylation of GANTCs at these loci is directly due to occlusion by MucR. (E) Beta-galactosidase activity of P*a1635–lacZ* and P*a2245–lacZ* in *S*. *meliloti* (fragments indicated by blue arrows in panel **A**). Both DNA fragments show a promoter activity that is strongly de-repressed in *mucR*::*Tn* cells compared to the *WT* strain. Values are expressed as percentages (activity in *WT* cells set at 100%). (F) Beta-galactosidase activity of P*a1635* and P*a2245* in *C*. *crescentus WT* and Δ*mucR1/2* cells expressing *mucR*^*Sm*^. Expression of *mucR*^*Sm*^ from P_*van*_ on pMT335 decreases beta-galactosidase activity of P*a1635* and P*a2245*. Values are expressed as percentages (activity in *WT* cells carrying the empty vector set at 100%). (G) Beta-galactosidase activity of P*a1635* and P*a2245* in *C*. *crescentus WT*, *P*_*lac*_-*ccrM* or *lon* cells. Values are expressed as percentages (activity in *WT* cells set at 100%).

### Environmental and systemic signals controlling hypomethylation patterns

To determine if other systemic (cell cycle) signals can alter methylation patterns in α-proteobacteria, we tested if CtrA can also occlude GANTC sites from methylation by CcrM. First, we constructed a synthetic promoter in which three GANTCs overlapping two CtrA-boxes (one GANTC in each CtrA box and one in between) were placed downstream of an attenuated *E*. *coli* phage T5 promoter on the *lacZ* promoter probe plasmid (Fig 6A). Next, we determined the methylation percentage of the GANTCs in *WT C*. *crescentus* cells harbouring the resulting reporter plasmid by *Hin*fI-qPCR analysis and found that the GANTCs are only partially methylated in *WT* cells, but efficiently methylated when CcrM is expressed ectopically (Fig 6A). Thus, methylation patterns can also emerge from competition between CcrM and other cell cycle regulators such as CtrA at appropriately positioned GANTCs.

**Fig 6:**
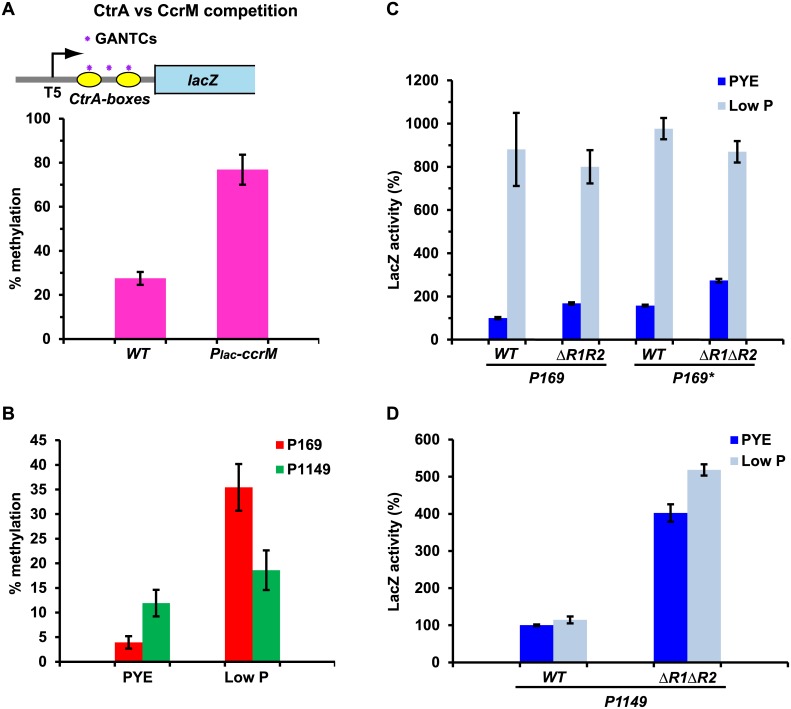
Cell cycle and environmental signals affect methylation patterns. (A) Competition between CtrA and CcrM. Schematic of the synthetic promoter carrying an attenuated *E*. *coli* phage T5 promoter followed by three GANTCs (purple asterisks) overlapping two CtrA-boxes (in yellow). *Hin*fI-qPCR analysis shows that this sequence is hypomethylated in *WT* cells, whereas constitutive expression of *ccrM* (P_*lac*_*-ccrM*) increases the methylation percentage. This indicates that DNA-binding proteins other than MucR can also occlude GANTCs from methylation. (B) Methylation percentage of P*169* and P*1149* in phosphate-limiting conditions compared to rich medium (PYE), determined by *Hin*fI-qPCR analysis. Phosphate starvation (6h) significantly increases the methylation level of P*169* but not P*1149*. (C) Beta-galactosidase activity of P*169–lacZ* and P169*–lacZ (GANTCs mutated to GTNTCs as in Fig 4A) in *WT* and Δ*mucR1/2* cells in rich medium and phosphate-limiting conditions. Phosphate starvation induces transcription from P*169–lacZ* and P169*–lacZ independently from the presence of MucR1/2. Values are expressed as percentages (activity in *WT* cells grown in PYE set at 100%). (D) Beta-galactosidase activity of P*1149–lacZ* in *WT* and Δ*mucR1/2* cells in rich medium and phosphate-limiting conditions. Phosphate starvation does not significantly affect the activity of P*1149–lacZ*. Values are expressed as percentages (activity in *WT* cells grown in PYE set at 100%).

To explore if environmental signals can also affect local hypomethylation patterns, we took advantage of the fact that expression of *CCNA_00169* (also known as *elpS*) is induced upon phosphate starvation of *C*. *crescentus* cells [44, 45]. Accordingly, we compared the P*169* methylation patterns by *Hin*fI-qPCR analysis of gDNA from *WT* cells grown in standard medium (PYE) and phosphate-limiting conditions. This revealed a significant increase in P*169* GANTC methylation in phosphate-limiting conditions compared to PYE (Fig 6B) and we observed a commensurate induction of P*169*-*lacZ* and P169*-*lacZ* that was MucR1/2 independent (Fig 6C). Both the increase in P*169* GANTC methylation and P*169*-*lacZ* activity are dependent on the phosphate-responsive transcriptional regulator PhoB (S4B and S4C Fig), suggesting that PhoB can facilitate methylation of MucR-protected GANTCs at P*169*. The result that no significant increase of the P*1149* methylation or P*1149*-*lacZ* activity was seen when *WT* cells were grown in phosphate-limiting conditions compared to standard PYE medium (or in Δ*phoB*::Ω cells compared to *WT*) argues against the possibility that changes in CcrM expression or activity underlie the modified methylation pattern of P*169* (Fig 6B and 6D; S4B and S4C Fig). Thus, P*169* provides an example of an environmental override for a promoter subject to local hypomethylation control by the cell cycle transcriptional circuitry.

## Discussion

The correlative changes between human genetic variability and local (hypo)methylation prompt the question if and how such patterns are regulated by the cell cycle and/or environmental cues. Taking advantage of bacterial genomes that are small enough for full-methylome analysis by cutting-edge REC-Seq and SMRT-sequencing, we show that local m6A-hypomethylation exists in two different α-proteobacterial lineages and that conserved cell cycle factors govern its establishment in both systems. While in γ-proteobacterial lineages transcriptional regulators are also known to compete with the Dam m6A methylase to occlude certain methylation sites, local hypomethylation patterning has not been explored in the context of the transcriptional circuitry controlling progression of the (α-proteo)bacterial cell cycle. In eukaryotes methylation heterogeneity involves 5-methyl-cytosines introduced at CpG dinucleotides [2], but recently m6A marks, instated by unknown mechanisms, have also been reported [6–8]. Reliable detection of methylation sites by SMRT-sequencing requires extensive (25-fold) coverage for adenine methylation and even higher coverage for cytosine methylation (250-fold coverage needed in some instances) [5]. Non-methylated sites are only reliably detected by elimination of sites on which methylation is detected, thus leaving an element of uncertainty for those sites classified as non-methylated based on the absence of the kinetic signature for methylation. By contrast, REC-Seq with a methylation sensitive restriction enzyme was used here to enrich for non-methylated sites in α-proteobacteria by *Hin*fI cleavage. The continuum of scores we detected in these experiments points towards the use of REC-Seq in detecting loci whose methylation is variable within a culture, for example phase variable loci [48, 49]. 

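The scores of the 4 *WT* libraries covered several orders of magnitude. In *C. crescentus*, 1344 GANTCs (51.9%) scored between 2 and 9 and 1098 (42.4%) between 10 and 99. A score between 100 and 999 was reached by 82 GANTCs (3.16%), one between 1000 and 9999 by 64 (2.47%) and a higher one by 4. In *S. meliloti*, the same ranges held 1407 (14.5%), 7227 (74.4%), 929 (9.57%), 123 (1.27%) and 22 GANTCs. In *E. coli*, 3006 GATCs (93.2%) scored between 2 and 9, whereas 12 GATCs scored between 10000 and 99999 and 5 higher. In *V. cholerae*, 12947 GATCs (65.0%) scored between 2 and 9, 6969 (35.0%) between 10 and 99 and only 3 higher. The share of reads on the 50 top hits was 75.1% in *C. crescentus*, 44.7% in *S. meliloti*, 98.9% in *E. coli* and 9.44% in *V. cholerae*. From the continuum of scores, the paper proposes REC-Seq as a way to detect loci whose methylation varies within a culture.

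**Figure D3:**
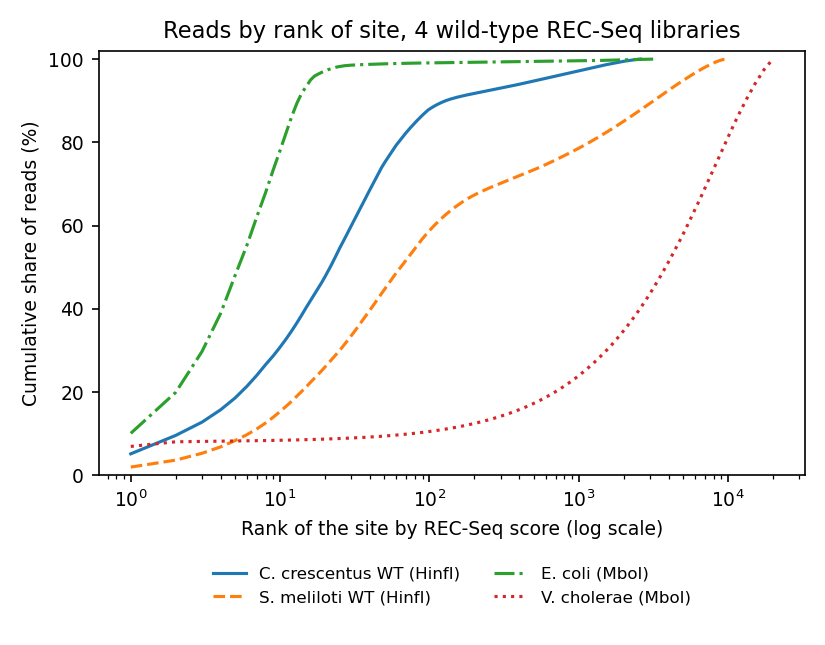
Cumulative share of reads (percent) against the rank of the site by REC-Seq score (log scale) in the 4 *WT* libraries. At rank 50 the curves stand at 75.1% for *C. crescentus*, 44.7% for *S. meliloti*, 98.9% for *E. coli* and 9.44% for *V. cholerae*.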

*Hin*fI REC-Seq revealed the occurrence of non-methylated GANTCs in at least two α-proteobacterial genomes. Subsequent genetic analyses showed that the determinants controlling hypomethylation are conserved in these bacteria, but they are not encoded in eukaryotic genomes. However, at least one component, MucR, possesses an ancestral zinc-finger-type DNA binding domain [22], a protein domain which is also wide-spread in developmental regulation of eukaryotes [50]. The fact that MucR regulates expression of virulence and cell cycle genes [17–20], has recently been shown to confine genetic exchange by generalized transduction to G1-phase in *C*. *crescentus* via transcriptional regulation [41] and is responsible for hypomethylation of specific loci on the chromosome or megaplasmids thus raises the possibility that zinc-finger proteins may control (epigenetic) DNA transactions including local hypomethylation during the eukaryotic cell cycle as well. In bacteria local methylation changes may correlate with altered virulence behaviour and may underlie cell cycle-control in pathogens, endosymbionts or other microbial systems. Methylation is known to influence virulence functions in γ-proteobacteria, often by imposing bistability from phase-variable virulence promoters in subpopulations via transcriptional regulators such as Lrp, Fur or OxyR [5, 9, 42, 48, 51–55]. Phenotypic heterogeneity in antibiotic drug tolerance *in vivo* (a state known as persistence), which is acquired in a low fraction of bacterial cells, may also underlie epigenetic changes induced stochastically by methylation, either deterministically (during the cell cycle) or environmentally. Although no phase-variable promoters are currently known for the α-proteobacteria, these bacteria offer the possibility to investigate the relationship of local hypomethylation with cell cycle control, as both *C*. *crescentus* and *S*. *meliloti* are synchronizable and exhibit comparable cell cycle control systems and transcription [13–15, 56]. However, as binding of MucR to DNA is not impaired by methylation, the mechanisms underlying the increase in transcription of target genes induced by methylation in α-proteobacteria (Fig 4D–4F; Fig 5G) are likely to be different from those described for γ-proteobacteria. Moreover, the α-proteobacteria lineage includes the Rickettsiales order encompassing obligate intracellular pathogens, endosymbionts and the extinct proto-mitochondrion from which the modern day mitochondria descended [57]. As MucR and CcrM orthologs are not encoded in most Rickettsiales genomes, the determinants of hypomethylation in this order must be different, if they do exist. Interestingly, endosymbionts from the genus *Wolbachia* might provide a possible exception. Their genomes encode an unusual putative DNA methylase in which a C-terminal pfam01555 methylase-domain is fused to a pfam02195 ParB-like nuclease domain found in DNA-binding proteins and plasmid replication factors [58]. The sheltered niche of obligate intracellular Rickettsia contrasts with that of free-living relatives that are exposed to major environmental fluctuations.

In summary, our work shows that environmental regulatory responses like that to phosphate limitation, which is particularly pertinent for bacteria living in aquatic ecosystems as *C*. *crescentus*, are superimposed on (direct or indirect) hypo- or hyper-methylation control cued by the cell cycle. As many hypomethylated sites occur upstream of genes encoding transcription factors (see S1 Table) and transcription factors are often auto-regulatory, it is conceivable that local hypomethylation is often induced by *cis*-encoded site-specific DNA-binding proteins that can compete with DNA methylases for overlapping target sites. 

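Each GANTC was assigned to its nearest annotated feature, and the features whose product names a transcriptional regulator or another DNA-binding protein were counted as regulators. A GANTC between 2 genes counted only for the nearer gene, so the counts can miss regulator genes. GANTC 738020 (score 3255) was assigned to CCNA_00681, although Table 1 also associates it with the MarR-family gene CCNA_00682. This list of product names was chosen after the files were seen. In *C. crescentus* *WT*, 6 of the 148 GANTCs with a score over 100 lay 5′ of a regulator gene that was their nearest feature (4.05%, Wilson 95% interval 1.87% to 8.56%). Of the 2444 with a score of at most 100, 22 did (0.900%, interval 0.595% to 1.36%). The 6 GANTCs were 738031 (score 10236) and 2056538 (score 4840) 5′ of MarR-family genes, 2509257 (score 9166) 5′ of a CelR-family gene, 3440673 (score 1574) and 3854787 (score 890) 5′ of AsnC-family genes, and 2919590 (score 646) 5′ of a HipB-family gene. They lay between 4 and 81 bp from the gene. In *S. meliloti* *WT*, 28 of the 1054 GANTCs with a score over 100 lay 5′ of a regulator gene (2.66%, interval 1.84% to 3.81%), against 88 of 8654 with a lower score (1.02%, interval 0.826% to 1.25%). The *S. meliloti* share moved most with a score over 200, to 4.84%. GANTCs with a score over 100 also lay 5′ of any feature more often, 39.9% against 13.0% in *C. crescentus* and 17.6% against 11.5% in *S. meliloti*. Among only the GANTCs that lay 5′ of their feature in *C. crescentus*, 10.2% (interval 4.75% to 20.5%) and 6.94% (interval 4.63% to 10.3%) were 5′ of a regulator, from 59 and 317 GANTCs, and the intervals overlap. With a narrower list of product names, also chosen after the files were seen, the shares were 10.2% and 4.73% (interval 2.89% to 7.66%). In *S. meliloti* the shares with the first list were 15.1% (interval 10.7% to 21.0%) and 8.84% (interval 7.24% to 10.8%). For a score over 200 the share was 18.8% (interval 12.4% to 27.5%). With the narrower list they were 13.0% (interval 8.88% to 18.6%) and 7.54% (interval 6.06% to 9.35%), and these intervals overlap. For a score over 200 the narrower list gave 15.8% (interval 9.99% to 24.2%). The paper starts from hypomethylated sites 5′ of transcription factor genes and from the frequent auto-regulation of such factors. It considers it conceivable that DNA-binding proteins encoded in *cis* often induce local hypomethylation.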

The mechanism of DNA binding and temporal regulation of MucR remain to be elucidated in detail in order to reveal why MucR shields certain target sites from methylation by CcrM. Our work on MucR-dependent hypomethylation by *Hin*fI REC-Seq along with the comprehensive analysis of hypomethylated sites in other α-proteobacterial genomes [10] indicates that the functions controlled by hypomethylated promoters are distinct and generally not conserved among different α-proteobacteria. This suggests that hypomethylation does not play a major role in the regulation of the α-proteobacterial cell cycle, even though conserved cell cycle transcriptional regulators govern hypomethylation patterns. If it is largely serendipitous which sites MucR shields from methylation, it seems plausible that such hypomethylation control systems mediate species-specific transcriptional adaptations in response to stresses via MucR, CcrM or other variables that influence their binding, either directly or indirectly. For example, cell cycle controlled changes in local chromosomal topologies mediated by DNA replication or nucleoid-associated factors [59, 60] could exclude DNA methylases from specific target sites.

## Materials and Methods

### Strains and growth conditions

*Caulobacter crescentus* NA1000 [61] and derivatives were grown at 30°C in PYE (peptone-yeast extract) or M2G (minimal glucose). For phosphate starvation, *Caulobacter* cells were grown in 1/5X PYE (5-fold diluted PYE except 1 mM MgSO_4_ and 1 mM CaCl_2_, supplemented with 0.2% glucose). *Sinorhizobium meliloti* Rm2011 and derivatives were grown at 30°C in Luria broth (LB) supplemented with CaCl_2_ 2.5 mM and MgSO_4_ 2.5 mM. *Escherichia coli* S17-1 *λpir* and EC100D were grown at 37°C in LB. Swarmer cell isolation, electroporations, bi-parental matings and bacteriophage φCr30-mediated generalized transductions were performed as previously described [62–65]. Nalidixic acid, kanamycin, gentamicin and tetracycline were used at 20 (8 for *S*. *meliloti*), 20, 1 (10 for *E*. *coli* and *S*. *meliloti*) and 1 (10 for *E*. *coli* and *S*. *meliloti*) μg/mL, respectively. Plasmids for β-galactosidase assays were introduced into *S*. *meliloti* by bi-parental mating and into *C*. *crescentus* by electroporation. Strains and plasmids constructions are detailed in the S1 Text file.

### Extraction of genomic DNA and methylation by qPCR (*Hin*fI-restriction/qPCR)

Genomic DNA was extracted from mid-log phase cells (10 ml). Aliquots of DNA (0.5–1 μg) were digested with *Hin*fI restriction endonuclease and used to determine the methylation percentage by Real-Time PCR. Real-time PCR was performed using a Step-One Real-Time PCR system (Applied Biosystems, Foster City, CA) using 0.05% of each DNA sample (5 μl of a dilution 1:100) digested with *Hin*fI, 12.5 μl of SYBR green PCR master mix (Quanta Biosciences, Gaithersburg, MD) and primers 10 μM each, in a total volume of 25 μl. A standard curve generated from the cycle threshold (C_t_) value of the serially diluted non-digested genomic DNA was used to calculate the methylation percentage value for each sample. Average values are from triplicate measurements done per culture, and the final data was generated from three independent cultures per strain and condition. The primers used for Real-Time PCR are listed in Table B in the S1 Text file.

### Genome-wide methylation analyses

SMRT (single-molecule real-time) sequencing libraries were prepared from gDNA extracted from the four samples (*C*. *crescentus* and *S*. *meliloti WT* and *mucR* mutant strains) using the DNA Template Prep Kit 2.0 (250bp–3Kb, Pacific Biosciences p/n 001-540-726). Sequences generated by the Pacific Bioscience RSII were aligned to the *C*. *crescentus* NA1000 or *S*. *meliloti* Rm2011 genomes [37, 66, 67] using Blasr (https://github.com/PacificBiosciences/blasr) and the modification and associated motifs patterns were identified applying the RS_Modification_and_Motif_Analyisis protocol in SMRT Analysis (https://github.com/PacificBiosciences/SMRT-Analysis/wiki/SMRT-Analysis-Software-Installation-v2.2.0). For each aligned base, a statistics measured as interpulse duration (IPD) combined with a modification quality value (QV) would mark the methylation status. On the one hand, a minimum QV of 45 is required for a position to be marked as methylated; on the other hand, a maximum QV between 10 and 30 (depending on the observed kinetic detections background in the sample), coupled with the requirement that such a score is observed on both strands, would mean that a position, in an otherwise methylated motif, is unmethylated.

For REC-Seq (*r*estriction *e*nzyme *c*leavage–*seq*uencing) 1 μg of genomic DNA from *C*. *crescentus* NA1000 and *S*. *meliloti* Rm2011 was cleaved with *Hin*fI, a blocked (5’biotinylated) specific adaptor was ligated to the ends and the ligated fragments were then sheared to an average size of 150–400 bp (Fasteris SA, Geneva, CH). Illumina adaptors were then ligated to the sheared ends followed by deep-sequencing using a Hi-Seq Illumina sequencer, and the (50 bp single end) reads were quality controlled with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). To remove contaminating sequences, the reads were split according to the *Hin*fI consensus motif (5’-G^ANTC-3’) considered as a barcode sequence using fastx_toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) (fastx_barcode_splitter.pl —bcfile barcodelist.txt —bol —exact). Most of the reads (more than 90%) were rejected, and the reads kept were remapped to the reference genomes [37, 66, 67] with bwa mem [68] and samtools [69] to generate a sorted bam file. The bam file was further filtered to remove low mapping quality reads (keeping AS > = 45) and split by orientation (alignmentFlag 0 or 16) with bamtools [70]. The reads were counted at 5' positions using Bedtools [71] (bedtools genomecov -d -5). Both orientation count files were combined into a bed file at each identified 5’-GANTC-3’ motif (where reverse counts > = 1 at position N+1 and forward counts > = 1 at position N-1) using a home-made PERL script. The *Hin*fI positions in the bed file were associated with the closest gene using Bedtools closest [71] and the gff3 file of the reference genomes [72]. The final bed file was converted to an MS Excel sheet (S1 and S2 Tables) with a homemade script. For the *Mbo*I-based REC-Seq, the strategy was identical except that a different adaptor was used for ligation after cleavage and the *Mbo*I consensus motif (5’-^GATC-3’) was used as barcode for filtering of *V*. *cholerae* O1 biovar El Tor [73] and *E*. *coli* K12 Ec100D gDNA mapped onto the MG1655 genome [74].

### ChIP-Exo on *C*. *crescentus* synchronized cells

*C*. *crescentus WT* cells for ChIP-Exo were taken at different time points after synchronization (10, 40, 70 and 100 minutes). After cross-linking, chromatin was prepared as previously described [17]. ChIP-Exo was performed with 2 μl of polyclonal antibodies to MucR1 at Peconic LCC (http://www.peconicgenomics.com) (State College, PA), which provided standard genomic position format files (BAM) as output using the SOLiD genome sequencer (Applied Biosystems). A custom Perl script was then used to calculate the sequencing (read) coverage per base (*per-base* coverage) for each ChIP-Exo sample. Next, we computed the enrichment ratio (ER) for each promoter region. To this end, the Perl script extracted the *per-base* coverage of a 600 bp region for each ORF (from -500 to +100 from the start codon for each ORF annotated in *C*. *crescentus* genome) and calculated the average coverage for each of these regions. The resulting value was then normalized with respect to the coverage of all the intergenic regions. This was done (by the Perl script) by selecting all the intergenic regions in the *C*. *crescentus* genome, merging them and extracting the *per-base* coverage for all these intergenic regions. The coverage was averaged for windows of 600 bp, shifting each window by 100 bp, and the mean of all resulting values was computed. The ER for each promoter region was therefore calculated as the ratio between the average coverage of the promoter region divided by the mean obtained for the intergenic regions.

### Transcriptional start sites mapping by exact mapping of transcriptome ends (EMOTE)

The transcription start sites in the NA1000 *WT* and the Δ*mucR1/2* mutant were determined by TSS-EMOTE (Transcription Start Specific Exact Mapping Of Transcriptome Ends), a global assay that reveals the sequence of the 20 first nucleotides of 5’-triphosphorylated RNA in a sample based on an XRN-1 digest of transcripts lacking the 5’ triphosphate ends [46]. The TSS-EMOTE protocol and analyses were performed according to the scheme in S3 Fig and the detailed protocol described in [75]. We used a Worst-Case (i.e.) smallest difference) model to compare the number of Unique Molecular Identifiers between the two pairs of biological replicates (i.e. mutant vs. wild-type) and provide additional information about relative expression for each of the detected TSSs. The full list of detected TSSs is shown in S5 Table and TSSs at the relevant genomic loci are indicated by black (sense) and green (antisense) arrows in Fig 2A.

### β-galactosidase assays

β-galactosidase assays were performed at 30°C. Cells (50–200 μl) at OD_660nm_ = 0.1–0.5 were lysed with chloroform and mixed with Z buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl and 1 mM MgSO_4_, pH 7) to a final volume of 800 μl. Two hundred μl of ONPG (o-nitrophenyl-β-D-galactopyranoside, stock solution 4 mg/ml in 0.1 M potassium phosphate, pH 7) were added and the reaction timed. When a medium-yellow colour developed, the reaction was stopped by adding 400 μl of 1M Na_2_CO_3_. The OD_420nm_ of the supernatant was determined and the Miller units (U) were calculated as follows: U = (OD_420nm_*1000)/(OD_660nm_*time [in min] *volume of culture used [in ml]). Error was computed as standard deviation (SD) of at least three independent experiments.

### qChIP assay on *S*. *meliloti*

Samples for qChIP assay were prepared from mid-log phase *S*. *meliloti* cells as previously described [17]. Two microliters of polyclonal antibodies to MucR2 were used for the immunoprecipitation.

Real-time PCR was performed as described for *Hinf*I-restricted genomic DNA, using 0.5% of each ChIP sample (5 μl of a dilution 1:10). A standard curve generated from the cycle threshold (C_t_) value of the serially diluted chromatin input was used to calculate the percentage input value for each sample. Average values are from triplicate measurements done per culture, and the final data was generated from three independent cultures per strain. The primers used for *SMa1635* and *SMa2245* loci were the same as for the determination of the methylation percentage of these loci (Table B in S1 Text file).

### Immunoblots

For immunoblots, protein samples were separated on SDS polyacrylamide gel, transferred to polyvinylidene difluoride (PVDF) Immobilon-P membranes (Merck Millipore) and blocked in PBS (phosphate saline buffer) 0.1% Tween20 and 5% dry milk. The anti-sera were used at the following dilutions: anti-CcrM (1:10’000) [26], anti-MucR1 [17] (1:10’000), anti-MucR2 [17] (1:10’000). Protein-primary antibody complexes were visualized using horseradish peroxidase-labelled anti-rabbit antibodies and ECL detection reagents (Merck Millipore).

Plasmids, primers, synthetic fragments and strains constructions are described in the S1 Text file.

### Data access

Deep-sequencing data are deposited in Gene Expression Omnibus database (GEO: GSE79880).

## Supporting Information

S1 Text Strains and plasmids construction. Table A. Strains and plasmids used in this study. Table B. Oligonucleotides used in this study.
(DOCX) Click here for additional data file.

S1 Fig Controls for methylation percentage by *Hin*fI-qPCR and MucR-dependent antisense transcription. (A) Methylation percentage of control loci in the *WT* and Δ*mucR1/2* strains, as determined by *Hin*fI-qPCR: P_*nagA*_ (hypomethylated, MucR-independent), P_*xylX*_ (no GANTCs), P_*pod*_*J* (fully methylated, MucR-independent). The controls show that MucR does not affect the methylation of sequences that are not its direct targets. (Note that as P_*xylX*_ contains no GANTCs, the label on the y-axis should not be interpreted as methylation but cleavage percentage). (B) Methylation percentage of P*1248* and P*3426* determined by *Hin*fI-qPCR analysis. The graphs show that these sequences are hypomethylated in the Δ*mucR1/2* compared to the *WT* strain, as predicted by the SMRT-sequencing and REC-Seq. This suggests that other DNA-binding proteins, directly or indirectly MucR-dependent, can also occlude GANTCs from methylation. (C) Immunoblot anti-CcrM in *WT* and *lon* mutant cells carrying an empty vector, P_*van*_-*mucR1* or P_*van*_-*mucR1* long (dominant negative form of MucR1 with an N-terminal extension). Over-expression of MucR1 does not affect the steady state levels of CcrM (arrow). Note that CcrM levels are elevated in the *lon* mutant strain as the protein is stabilized. Molecular size standards are indicated on the right as blue lines with the corresponding values in kDa. (D) Methylation percentage of the *parS* locus in *C*. *crescentus WT* cells carrying the empty vector, the heterologous methylases (*TA*, *HP*, *hinf*) under control of P_*van*_ on pMT335, P_*lac*_*-ccrM* and in the *lon*Ω mutant. Stabilisation of CcrM or constitutive expression of heterologous methylases does not affect the methylation state of GANTCs at the *parS* locus. (E) Beta-galactosidase activity of two MucR-dependent antisense promoters identified by TSS-EMOTE. Values are expressed as percentages (activity in *WT* cells set at 100%).
(EPS) Click here for additional data file.

S2 Fig Rec-Seq comparison of GANTC methylation in *WT* and Δ*mucR1/2*. The Rec-Seq score of each GANTC site in *WT* and Δ*mucR1/2 C*. *crescentus* was normalized according to the total number of reads obtained for the strains. The graph represents the difference between the normalized score obtained for the *WT* and the normalized score for the Δ*mucR1/2* strain for each GANTC site according to the position along the chromosome. Positive values (in blue) indicate hypomethylation in the *WT*, whereas negative values (in red) indicate hypomethylation in the Δ*mucR1/2* strain. The GANTCs verified by *Hin*fI-qPCR are indicated.
(EPS) Click here for additional data file.

S3 Fig Flowchart of the EMOTE assay. RNA is shown as thin lines and DNA as thick lines, double lines represent Illumina adaptors. (A) Cellular RNAs exist as primary transcripts with a triphosphorylated 5’end (PPP, red line) and processed transcripts with either a monophosphorylated 5’end (P, dashed grey line) or a non-phosphorylated 5’-OH end (straight grey line). The asterisk indicates the ends of interest. XRN1 is used to remove 5' monophosphorylated RNA (grey dotted line) from the total RNA samples. (B) Treatment with *E*. *coli* RppH converts the 5' triphosphorylated end of primary transcripts to a monophosphorylated 5’end, a substrate for ligation (C, D) to the Rp6 synthetic oligonucleotide with T4 RNA ligase 1, which does not accept triphosphorylated or non-phosphorylated substrates. A mock reaction is performed at this stage in the absence of RppH to control for background (non-specific) signals. (E, F) Reverse transcription generates cDNA from both non-phosphorylated and Rp6-ligated RNA. Open arrows indicate polymerase extension. (G) Only cDNA from Rp6-ligated (and therefore originally triphosphorylated) RNA is amplified by the primers that add EMOTE barcodes (xxx) and Illumina adaptors. (H) Illumina sequencing (50 nucleotides) from the “A” end (see panel G) results in reads that have the specific EMOTE barcode of the original RNA sample, the Rp6 sequence and the first 20 nucleotides of the original triphosphorylated RNA, permitting exact identification of the original 5' end.
(EPS) Click here for additional data file.

S4 Fig Antibodies against *C*. *crescentus* MucR2 specifically recognize *S*. *meliloti* MucR. Methylation and induction of P*169* are PhoB-dependent. (A) Immunoblot on *C*. *crescentus* and *S*. *meliloti* total cell extracts showing that the polyclonal antibodies against *C*. *crescentus* MucR2 specifically recognize *S*. *meliloti* MucR (SMc00058). Molecular size standards are indicated on the right as blue lines with the corresponding values in kDa. (B) Methylation percentage of P*169* and P*1149* in phosphate-limiting conditions compared to rich medium (PYE) in *WT* and Δ*phoB*::Ω cells, determined by *Hinf*I-qPCR analysis. The graphs show that the increase in the methylation state of P*169* is dependent on the presence of the conserved transcriptional regulator PhoB. (C) Beta-galactosidase activity of P*169–lacZ* and P*1149–lacZ* in *WT* and Δ*phoB*:: Ω cells in rich medium and phosphate-limiting conditions. The induction of P*169*-*lacZ* is specifically dependent on the presence of PhoB. Values are expressed as percentages (activity in *WT* cells grown in PYE set at 100%).
(EPS) Click here for additional data file.

S1 Table REC-Seq *Hin*fI analysis of *C*. *crescentus* and *S*. *meliloti* genomic DNA. In both cases, wild type and *mucR* mutant strains were analysed. For the GANTC sites with a score higher than 100 in the *WT C*. *crescentus*, REC-Seq data were compared to available ChIP-Seq [17] and SMRT-Sequencing data [12]. The GANTCs tested by HinfI-qPCR assay are highlighted in yellow. The 50 GANTCs with the highest score in *WT C*. *crescentus* are those shown also in Table 1.
(XLSX) Click here for additional data file.

S2 Table REC-Seq *Mbo*I analysis of *E*. *coli K12* and *Vibrio cholerae* genomic DNA. (XLSX) Click here for additional data file.

S3 Table Non-methylated GANTCs predicted from SMRT analysis of *WT* and *mucR* mutant in *C*. *crescentus* and *S*. *meliloti* genomic DNA. (XLSX) Click here for additional data file.

S4 Table ChIP-Exo analysis of MucR1 occupancy at different time points (T10, T40, T70, T100) during the *C*. *crescentus* cell cycle. (XLSX) Click here for additional data file.

S5 Table TSS-EMOTE analysis of transcription start sites in *WT* and Δ*mucR1/2 C*. *crescentus* cells. (XLSX) Click here for additional data file.

# Supplementary material for: Cell Cycle Constraints and Environmental Control of Local DNA Hypomethylation in α-Proteobacteria
**Source:** PLoS Genet. 2016 Dec 20;12(12):e1006499. doi: 10.1371/journal.pgen.1006499
**Supplement:** S1 Text — Table A. Strains and plasmids used in this study. Table B. Oligonucleotides used in this study.

**Supporting Information**

**Strains and plasmids construction**

For constitutive expression of *ccrM*, Pl*_ac_*-*ccrM* was transduced from LS1 into the NA1000 *WT* strain by φCr30-mediated transduction and selection on PYE kanamycin plates.

To create *lacZ* transcriptional fusions, promoter regions were cloned into pRKlac290 as follows:

pSA488: a 597-bp DNA fragment was amplified by PCR with primers P169_E/P169_X, digested with *Eco*RI and *Xba*I, and ligated into pRKlac290, cut with the same enzymes.

pSA389: the mutated P*169* was amplified by PCR with primers P169_E/P169_X from a synthetic fragment (sequence appended below), digested with *Eco*RI and *Xba*I, and ligated into pRKlac290, cut with the same enzymes.

pSA500: a 553-bp DNA fragment was amplified by PCR with primers P1149_E/P1149_X, digested with *Eco*RI and *Xba*I, and ligated into pRKlac290, cut with the same enzymes.

pSA499: a 591-bp DNA fragment was amplified by PCR with primers P2901_E/P2901_H, digested with *Eco*RI and *Hind*III, and ligated into pRKlac290, cut with the same enzymes.

pSA390: the mutated P*2901* was amplified by PCR with primers P2901_E/P2901_H from a synthetic fragment (sequence appended below), digested with *Eco*RI and *Hind*III, and ligated into pRKlac290, cut with the same enzymes.

pSA296: a 591-bp DNA fragment was amplified by PCR with primers P2902_AS_E/P2902_AS_H, digested with *Eco*RI and *Hind*III, and ligated into pRKlac290, cut with the same enzymes.

pSA313: a 619-bp DNA fragment was amplified by PCR with primers P3247_AS_E/P3247_AS_X, digested with *Eco*RI and *Xba*I, and ligated into pRKlac290, cut with the same enzymes.

pSA527: the construct carrying the attenuated *E. coli* T5 promoter followed by three GANTCs overlapping two CtrA boxes was created by digesting a 153-bp synthetic fragment (sequence appended below) with *Eco*RI and *Xba*I and ligating into pRKlac290, cut with the same enzymes.

pSA259: a 530-bp DNA fragment was amplified by PCR with primers P_SMa1635_E/P_SMa1635_X from *S. meliloti* genomic DNA, digested with *Eco*RI and *Xba*I, and ligated into pRKlac290, cut with the same enzymes.

pSA260: a 635-bp DNA fragment was amplified by PCR with primers P_SMa2245_E/P_SMa2245_X from *S. meliloti* genomic DNA, digested with *Eco*RI and *Xba*I, and ligated into pRKlac290, cut with the same enzymes.

Plasmids for constitutive expression (from P*_van_* or P*_lac_*) were constructed as follows:

pSRK-*ccrM^Cc^*: *ccrM* ORF was amplified by PCR with primers ccrM_N (with *Nde*I site overlapping the start codon) and ccrM_X (with *Xba*I site flanking the stop codon) and cloned into pSRKGm, restricted with *Nde*I and *Eco*RI.

pMT335-*ccrM^Cc^*: *ccrM* ORF was amplified by PCR with primers ccrM_E/ccrM_X, digested with *Eco*RI and *Xba*I, and ligated into pMT335, restricted with the same enzymes.

pMT335-*TA*: the construct to express the methylase from *T. acidophilum* in *C. crescentus* was made by ligating a synthetic fragment (sequence appended below) into pMT335, using *Nde*I and *Eco*RI.

pMT335-*HP*: the construct to express the methylase from *H. pylori* in *C. crescentus* was made by ligating a synthetic fragment (sequence appended below) into pMT335, using *Nde*I and *Eco*RI.

pMT335-*hinf*: the construct to express the methylase from *H. influenzae* in *C. crescentus* was made by ligating a synthetic fragment (sequence appended below) into pMT335, using *Nde*I and *Eco*RI.

pMT335-*mucR^Sm^*: *SMc00058* ORF was amplified by PCR with primers Sm_mucR_N (with *Nde*I site overlapping the start codon) and Sm_mucR_E (with *Eco*RI site flanking the stop codon) from *S. meliloti* genomic DNA and cloned into pMT335, restricted with *Nde*I and *Eco*RI.

**Table A. Strains and plasmids used in this study**

| ***Caulobacter crescentus*** | **Relevant characteristics** | **Reference or source** |
| --- | --- | --- |
| NA1000 | syn-1000, synchronizable variant of strain CB15 | [1] |
| Δ*mucR1*Δ*mucR2* | NA1000 derivative with in-frame deletion of *mucR1* and *mucR2* | [2] |
| LS1 | NA1000 *bla6* *rsaA2* with P*_lac_*-*ccrM* integrated at the *ccrM* locus | [3] |
| NA1000 *ccrM*::P*_lac_*-*ccrM* | NA1000 derivative with P*_lac_*-*ccrM* integrated at the *ccrM* locus, Kana^R^ | This work |
| Δ*mucR1*Δ*mucR2*  *ccrM*::P*_lac_*-*ccrM* | Δ*mucR1*Δ*mucR2* derivative with P*_lac_*-*ccrM* integrated at the *ccrM* locus, Kana^R^ | This work |
| *lon*Ω | NA1000 derivative with an Ω cassette inserted in the *lon* gene, Spec^R^ | [4] |
| Δ*phoB::*Ω | NA1000 derivative with an Ω cassette inserted in the *phoB* gene, Spec^R^ | [5] |
| ***Sinorhizobium meliloti*** |  |  |
| Rm2011 | Wild-type strain | [6] |
| Rm101 | Rm2011 with Spc^R^ cassette inserted into the *Pma*CI site of *mucR* | [7] |
| ***Escherichia coli*** |  |  |
| EC100D | Cloning strain | Epicentre Technologies |
| S17-1 | For plasmid mobilization | [8] |
| **Plasmid** | **Relevant characteristics** | **Reference or source** |
| pRKlac290 | *lacZ* transcriptional fusion vector, pRK290 derivative; Tet^R^ | [9] |
| pSA205 | pRKlac290 derivative carrying P*_hvyA_-lacZ*; Tet^R^ | [10] |
| pJS70 | pRKlac290 derivative carrying P*_pilA_-lacZ*; Tet^R^ | [11] |
| pSA488 | pRKlac290 derivative carrying P*169-lacZ*; Tet^R^ | This work |
| pSA389 | pRKlac290 derivative carrying P*169*-lacZ*; Tet^R^ | This work |
| pSA500 | pRKlac290 derivative carrying P*1149-lacZ*; Tet^R^ | This work |
| pSA499 | pRKlac290 derivative carrying P*2901-lacZ*; Tet^R^ | This work |
| pSA390 | pRKlac290 derivative carrying P*2901*-lacZ*; Tet^R^ | This work |
| pSA296 | pRKlac290 derivative carrying P*2902_AS-lacZ*; Tet^R^ | This work |
| pSA313 | pRKlac290 derivative carrying P*3247_AS-lacZ*; Tet^R^ | This work |
| pSA527 | pRKlac290 derivative carrying an attenuated phage T5 promoter followed by two CtrA-boxes; Tet^R^ | This work |
| pSA259 | pRKlac290 derivative carrying P*_SMa1635_-lacZ*; Tet^R^ | This work |
| pSA260 | pRKlac290 derivative carrying P*_SMa2245_-lacZ*; Tet^R^ | This work |
| pSRK | pBBR1MCS-5 derived broad host range vector containing *lac* promoter, *lacI*^q^, l*acZ*α^+^; Gm^R^ | [12] |
| pSRK-*ccrM^Cc^* | pSRKGm derivative carrying the *C. crescentus ccrM* ORF; Gm^R^ | This work |
| pMT335 | High copy number plasmid for inducible expression; P*_van_*, Gm^R^ | [13] |
| pMT335-*ccrM^Cc^* | pMT335 derivative carrying the *C. crescentus ccrM* ORF; Gm^R^ | This work |
| pMT335-*mucR1* | pMT335 derivative carrying the *C. crescentus mucR1* ORF; Gm^R^ | [2] |
| pMT335- *mucR1-long* | pMT335 derivative carrying the *C. crescentus mucR1* with an N-terminal extension; Gm^R^ | [2] |
| pMT335-*TA* | pMT335 derivative carrying the methylase from *Thermoplasma acidophilum*; Gm^R^ | This work |
| pMT335-*HP* | pMT335 derivative carrying the methylase from *Helicobacter pylori*; Gm^R^ | This work |
| pMT335-*hinf* | pMT335 derivative carrying the methylase from *Haemophilus influenzae*; Gm^R^ | This work |
| pMT335-*mucR^Sm^* | pMT335 derivative carrying the *S. meliloti mucR* ORF; Gm^R^ | This work |

**Table B. Oligonucleotides used in this study**

**Synthetic DNA** (from Integrated DNA Technologies, Coralville, Iowa, USA):

P*169** (5’-3’):

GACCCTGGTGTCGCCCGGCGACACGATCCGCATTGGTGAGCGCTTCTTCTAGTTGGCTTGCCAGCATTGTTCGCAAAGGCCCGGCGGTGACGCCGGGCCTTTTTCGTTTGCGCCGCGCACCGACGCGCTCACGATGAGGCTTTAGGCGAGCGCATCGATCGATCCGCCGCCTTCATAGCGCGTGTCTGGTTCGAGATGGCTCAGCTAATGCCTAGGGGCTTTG*T*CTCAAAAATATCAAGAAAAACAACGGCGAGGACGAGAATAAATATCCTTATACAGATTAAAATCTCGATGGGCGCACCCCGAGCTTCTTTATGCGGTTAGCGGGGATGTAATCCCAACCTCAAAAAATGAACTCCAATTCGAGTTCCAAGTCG*T*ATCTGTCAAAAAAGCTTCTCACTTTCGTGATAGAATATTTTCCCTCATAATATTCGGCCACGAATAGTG*T*ATCTAATTCGGCCCTGG*T*TTCCCGCAGATGGGG*T*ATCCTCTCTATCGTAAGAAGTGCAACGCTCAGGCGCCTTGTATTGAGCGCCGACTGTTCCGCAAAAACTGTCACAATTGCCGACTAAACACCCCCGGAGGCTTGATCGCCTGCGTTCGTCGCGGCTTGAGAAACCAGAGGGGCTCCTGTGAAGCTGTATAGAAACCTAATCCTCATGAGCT

[mutated G*T*NTC sites underlined]

P*2901**(5’-3’):

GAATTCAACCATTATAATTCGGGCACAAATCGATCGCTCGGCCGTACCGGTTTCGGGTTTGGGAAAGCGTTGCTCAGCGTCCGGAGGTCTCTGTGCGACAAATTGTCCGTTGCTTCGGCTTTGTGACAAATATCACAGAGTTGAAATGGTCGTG*T*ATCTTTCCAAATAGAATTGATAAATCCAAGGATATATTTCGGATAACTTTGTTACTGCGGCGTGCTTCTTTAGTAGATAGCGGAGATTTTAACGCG*T*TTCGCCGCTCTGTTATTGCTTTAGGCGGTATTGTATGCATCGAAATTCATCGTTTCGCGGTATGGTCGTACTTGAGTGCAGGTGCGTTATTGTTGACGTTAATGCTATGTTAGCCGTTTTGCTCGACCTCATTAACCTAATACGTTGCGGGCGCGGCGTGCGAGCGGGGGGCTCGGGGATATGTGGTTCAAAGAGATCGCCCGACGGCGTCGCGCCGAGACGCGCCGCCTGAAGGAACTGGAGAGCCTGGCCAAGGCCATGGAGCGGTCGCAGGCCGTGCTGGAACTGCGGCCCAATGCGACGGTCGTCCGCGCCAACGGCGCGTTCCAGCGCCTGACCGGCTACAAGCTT

[mutated G*T*NTC sites underlined]

*Thermoplasma acidophilum* methylase (*Ta1168*), codon optimized for *C. crescentus* (5’-3’):

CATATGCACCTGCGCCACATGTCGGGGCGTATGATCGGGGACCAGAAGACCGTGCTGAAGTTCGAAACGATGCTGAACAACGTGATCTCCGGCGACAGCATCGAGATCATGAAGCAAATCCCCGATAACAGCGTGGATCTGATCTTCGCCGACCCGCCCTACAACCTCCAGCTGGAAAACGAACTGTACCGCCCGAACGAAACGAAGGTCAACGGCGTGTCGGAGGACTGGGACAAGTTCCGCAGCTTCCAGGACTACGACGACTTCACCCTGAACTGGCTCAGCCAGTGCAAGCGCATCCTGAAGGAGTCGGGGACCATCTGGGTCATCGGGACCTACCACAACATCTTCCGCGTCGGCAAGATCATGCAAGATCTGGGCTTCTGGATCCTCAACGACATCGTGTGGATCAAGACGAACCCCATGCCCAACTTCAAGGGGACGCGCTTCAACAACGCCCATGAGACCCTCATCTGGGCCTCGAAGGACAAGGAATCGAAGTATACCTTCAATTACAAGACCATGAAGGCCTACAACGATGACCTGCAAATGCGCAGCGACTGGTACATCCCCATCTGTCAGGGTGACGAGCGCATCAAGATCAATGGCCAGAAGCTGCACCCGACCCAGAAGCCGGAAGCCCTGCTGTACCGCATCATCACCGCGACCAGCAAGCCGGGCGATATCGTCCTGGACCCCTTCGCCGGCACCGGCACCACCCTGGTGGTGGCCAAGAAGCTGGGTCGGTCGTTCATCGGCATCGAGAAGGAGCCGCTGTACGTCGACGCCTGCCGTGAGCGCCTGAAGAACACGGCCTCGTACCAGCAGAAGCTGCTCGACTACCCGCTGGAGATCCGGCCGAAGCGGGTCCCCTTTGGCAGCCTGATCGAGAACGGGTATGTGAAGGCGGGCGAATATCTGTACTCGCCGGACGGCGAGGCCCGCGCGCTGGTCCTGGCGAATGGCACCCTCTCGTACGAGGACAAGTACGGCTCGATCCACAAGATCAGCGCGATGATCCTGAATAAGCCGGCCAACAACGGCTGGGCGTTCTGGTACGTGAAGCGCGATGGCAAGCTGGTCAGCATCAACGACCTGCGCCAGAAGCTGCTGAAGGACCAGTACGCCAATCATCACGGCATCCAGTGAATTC

*Helicobacter pylori* methylase (*HPHPP1_1656*), codon optimized for *C. crescentus* (5’-3’):

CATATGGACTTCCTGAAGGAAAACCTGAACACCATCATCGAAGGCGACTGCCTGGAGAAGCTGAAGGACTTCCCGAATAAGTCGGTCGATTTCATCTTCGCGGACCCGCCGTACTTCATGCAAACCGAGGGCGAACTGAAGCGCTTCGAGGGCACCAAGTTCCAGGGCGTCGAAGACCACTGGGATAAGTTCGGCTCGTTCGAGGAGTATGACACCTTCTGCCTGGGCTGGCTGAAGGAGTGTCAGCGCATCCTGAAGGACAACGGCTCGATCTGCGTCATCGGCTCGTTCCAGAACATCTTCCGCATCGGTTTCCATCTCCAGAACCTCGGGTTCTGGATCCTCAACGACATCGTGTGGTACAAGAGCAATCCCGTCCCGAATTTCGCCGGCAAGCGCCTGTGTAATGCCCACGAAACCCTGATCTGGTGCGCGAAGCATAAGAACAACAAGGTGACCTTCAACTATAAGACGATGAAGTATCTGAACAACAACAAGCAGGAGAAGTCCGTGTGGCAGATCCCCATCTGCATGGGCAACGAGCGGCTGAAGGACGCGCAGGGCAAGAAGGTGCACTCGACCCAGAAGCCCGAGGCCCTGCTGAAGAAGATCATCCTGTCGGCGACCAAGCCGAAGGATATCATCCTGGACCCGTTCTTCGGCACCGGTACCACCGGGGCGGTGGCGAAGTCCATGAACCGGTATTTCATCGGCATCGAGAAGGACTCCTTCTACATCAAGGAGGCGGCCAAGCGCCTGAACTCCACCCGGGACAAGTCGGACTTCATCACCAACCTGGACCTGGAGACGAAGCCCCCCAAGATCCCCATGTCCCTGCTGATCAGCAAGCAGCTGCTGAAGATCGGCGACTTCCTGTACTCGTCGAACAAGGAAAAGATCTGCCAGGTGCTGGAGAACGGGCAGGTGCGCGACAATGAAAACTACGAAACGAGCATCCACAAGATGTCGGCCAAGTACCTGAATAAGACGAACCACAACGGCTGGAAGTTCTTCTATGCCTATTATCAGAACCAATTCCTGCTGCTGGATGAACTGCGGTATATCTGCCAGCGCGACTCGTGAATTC

*Haemophilus influenzae* methylase (HifGL_001636), codon optimized for *C. crescentus* (5’-3’):

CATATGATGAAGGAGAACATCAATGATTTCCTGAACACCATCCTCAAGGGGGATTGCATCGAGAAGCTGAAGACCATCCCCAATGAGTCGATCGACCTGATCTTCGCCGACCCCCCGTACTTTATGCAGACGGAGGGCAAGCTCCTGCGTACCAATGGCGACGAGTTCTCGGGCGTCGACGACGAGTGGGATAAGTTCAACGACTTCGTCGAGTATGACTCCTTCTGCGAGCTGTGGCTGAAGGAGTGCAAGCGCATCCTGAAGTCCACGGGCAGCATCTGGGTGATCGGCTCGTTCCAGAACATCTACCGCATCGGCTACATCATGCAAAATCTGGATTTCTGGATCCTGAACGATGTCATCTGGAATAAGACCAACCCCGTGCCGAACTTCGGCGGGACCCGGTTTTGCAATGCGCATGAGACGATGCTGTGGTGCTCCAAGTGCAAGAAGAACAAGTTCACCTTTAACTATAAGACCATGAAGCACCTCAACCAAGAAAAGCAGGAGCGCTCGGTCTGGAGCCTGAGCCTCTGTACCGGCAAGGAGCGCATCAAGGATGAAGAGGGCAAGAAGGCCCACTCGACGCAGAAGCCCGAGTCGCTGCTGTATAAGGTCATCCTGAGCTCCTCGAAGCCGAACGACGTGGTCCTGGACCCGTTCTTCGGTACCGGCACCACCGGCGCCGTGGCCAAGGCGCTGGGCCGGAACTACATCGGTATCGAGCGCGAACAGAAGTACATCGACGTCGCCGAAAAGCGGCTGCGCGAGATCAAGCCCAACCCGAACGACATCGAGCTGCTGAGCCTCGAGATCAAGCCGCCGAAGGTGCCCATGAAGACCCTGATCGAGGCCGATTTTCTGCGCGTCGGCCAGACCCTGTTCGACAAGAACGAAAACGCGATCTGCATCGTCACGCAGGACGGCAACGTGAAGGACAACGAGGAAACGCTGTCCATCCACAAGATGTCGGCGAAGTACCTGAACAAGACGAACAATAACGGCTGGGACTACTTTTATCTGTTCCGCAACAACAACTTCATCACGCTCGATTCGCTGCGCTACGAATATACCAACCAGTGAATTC

Attenuated *E. coli* phage T5 promoter followed by three GANTCs overlapping two CtrA-boxes:

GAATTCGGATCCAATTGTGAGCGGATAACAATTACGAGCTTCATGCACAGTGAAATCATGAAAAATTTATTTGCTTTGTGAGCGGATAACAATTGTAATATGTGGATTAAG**GACTC**CTTAAACCC**GAGTC**TTAAA**GACTC**GTTAAGGTCTAGA

[CtrA-boxes underlined, GANTC sites in bold]

**References**

1. Evinger M, Agabian N. Envelope-associated nucleoid from *Caulobacter crescentus* stalked and swarmer cells. J Bacteriol. 1977;132(1):294-301.

2. Fumeaux C, Radhakrishnan SK, Ardissone S, Theraulaz L, Frandi A, Martins D, et al. Cell cycle transition from S-phase to G1 in *Caulobacter* is mediated by ancestral virulence regulators. Nature communications. 2014;5:4081. doi: 10.1038/ncomms5081. PubMed PMID: 24939058; PubMed Central PMCID: PMC4083442.

3. Zweiger G, Marczynski G, Shapiro L. A *Caulobacter* DNA methyltransferase that functions only in the predivisional cell. J Mol Biol. 1994;235(2):472-85.

4. Wright R, Stephens C, Zweiger G, Shapiro L, Alley MR. *Caulobacter* Lon protease has a critical role in cell-cycle control of DNA methylation. Genes Dev. 1996;10(12):1532-42.

5. Gonin M, Quardokus EM, O'Donnol D, Maddock J, Brun YV. Regulation of stalk elongation by phosphate in *Caulobacter crescentus*. J Bacteriol. 2000;182(2):337-47.

6. Casse FB, C.; Julliot, J.S.; Michel, M.; Dénarié, J. Identification and characterization of large plasmids in *Rhizobium meliloti* using agarose del electrophoresis. Journal of General Microbiology. 1979;113:229-42.

7. Becker A, Ruberg S, Kuster H, Roxlau AA, Keller M, Ivashina T, et al. The 32-kilobase exp gene cluster of *Rhizobium meliloti* directing the biosynthesis of galactoglucan: genetic organization and properties of the encoded gene products. J Bacteriol. 1997;179(4):1375-84. Epub 1997/02/01. PubMed PMID: 9023225; PubMed Central PMCID: PMC178839.

8. Simon R, Priefer U, Puhler A. A broad host range mobilization system for in vivo genetic engineering: transposon mutagenesis in gram negative bacteria. Nat Biotechnol. 1983;1:784-90.

9. Gober JW, Shapiro L. A developmentally regulated *Caulobacter* flagellar promoter is activated by 3' enhancer and IHF binding elements. Mol Biol Cell. 1992;3(8):913-26.

10. Ardissone S, Fumeaux C, Berge M, Beaussart A, Theraulaz L, Radhakrishnan SK, et al. Cell cycle constraints on capsulation and bacteriophage susceptibility. eLife. 2014;3. doi: 10.7554/eLife.03587. PubMed PMID: 25421297; PubMed Central PMCID: PMC4241560.

11. Skerker JM, Shapiro L. Identification and cell cycle control of a novel pilus system in *Caulobacter crescentus*. Embo J. 2000;19(13):3223-34.

12. Khan SR, Gaines J, Roop RM, 2nd, Farrand SK. Broad-host-range expression vectors with tightly regulated promoters and their use to examine the influence of TraR and TraM expression on Ti plasmid quorum sensing. Appl Environ Microbiol. 2008;74(16):5053-62. doi: 10.1128/AEM.01098-08. PubMed PMID: 18606801; PubMed Central PMCID: PMC2519271.

13. Thanbichler M, Iniesta AA, Shapiro L. A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. Nucleic Acids Research. 2007;35(20):e137. doi: 10.1093/nar/gkm818.

How the deposited data were processed for this re-analysis (not part of the article)

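Each condition analysed had 1 library. *Hin*fI REC-Seq covered *C. crescentus* *WT* (NA1000) and Δ*mucR1/2* and *S. meliloti* *WT* and *mucR*::Tn, and *Mbo*I REC-Seq covered *E. coli* and *V. cholerae*. SMRT sequencing covered *C. crescentus* *WT* and Δ*mucR1/2*. ChIP-Exo with the antibody to MucR1 covered synchronized *C. crescentus* *WT* cells at 10, 40, 70 and 100 min. Each condition was taken from the sample labels and checked against the paper's Methods. TSS-EMOTE of *C. crescentus* and SMRT sequencing of *S. meliloti* were not analysed here, and neither were the qPCR, LacZ and ChIP-qPCR assays.

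For REC-Seq, the authors deposited a count of reads for each GANTC or GATC, both strands together and without normalization. They kept reads that began with the enzyme's motif, mapped them with bwa mem, kept alignments with a score of at least 45, counted 5′ ends with bedtools and kept sites with at least 1 read on each strand. For SMRT sequencing, the authors aligned the reads with Blasr and ran the modification and motif protocol of SMRT Analysis. Their deposited tables give, for each position and strand, a modification score (the QV), an IPD ratio relative to an unmodified base, and the coverage as a signal in subread passes. The deposited fraction of modified molecules is given only at positions called modified and was not used here. For ChIP-Exo, the authors deposited an enrichment ratio, which is the mean coverage of the 600 bp around a start codon divided by the mean of 600-bp intergenic windows of the same library. Only regions with a ratio over 2.5 are in these lists. The comparisons had been planned for lists of binding peaks. The lists hold 600-bp promoter regions, and these regions were used in their place, so the position of MucR1 within a region was not resolved.

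Sites repeated in a REC-Seq list were counted a single time. The REC-Seq libraries held 343319 reads for *C. crescentus* *WT*, 88934 for Δ*mucR1/2*, 1247377 for *S. meliloti* *WT*, 204581 for *mucR*::Tn, 1129683 for *E. coli* and 193960 for *V. cholerae*. With 3 reads of the total taken as the floor, this share lay between 0.000241% and 0.00337%. These totals cover the listed sites only, since reads elsewhere are not in the lists. The median SMRT coverage per strand was 8 in *WT* and 10 in Δ*mucR1/2*, over the positions listed with at least 3 reads. The ChIP-Exo lists give no read counts, so their depth is unknown. Wilson 95% intervals were computed for shares of reads and of sites. They cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

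Scores of a mutant and its *WT* were scaled to the library's total, after the legend of S2 Fig, and a pseudocount of 1 read was added to each score. A GANTC fell when its score was over 100 in *WT* and the scaled score decreased at least 4-fold, and it rose when its score was over 100 in the mutant and the scaled score increased at least 4-fold. A GANTC counted as a MucR1 target when it lay within 100 bp of a region listed at any of the 4 time points. The background of each share was the GANTCs that could have passed the same score minimum, with 10000 random lists of equal size. These lists were not matched for location relative to genes. Regions of different time points were taken as shared within 20 bp.

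The genome sequence was rebuilt from the bases given in both SMRT tables, and GANTCs were located on it. A QV of at most 30 on both strands was taken as unmethylated, which is the upper end of the range of 10 to 30 in the Methods, and a QV of at least 45 on both strands as methylated. The coverage minimum of 10 on both strands was chosen here and is not in the Methods. The IPD ratio of a GANTC is the mean of the 2 strands. The *Hin*fI-qPCR amplicons were located by their primer sequences. Bootstrap intervals of correlations used 2000 samples. Correlations were computed across sites or regions, which are not independent replicates.

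Most sites and genes named in the text were chosen by a rule set before the data were examined. The rule takes every GANTC that the paper names by locus, including those of Table 1 and S3 Table and apart from 1 not used here, the 5 GANTCs with the largest rise in each mutant, the 10 top hits of the *E. coli*, *V. cholerae* and *S. meliloti* *WT* libraries, and the loci of Fig 3E. Where such a set was long, as for Table 1, it was summarised by counts and ranges. Other sites and genes were named after the values were seen, among them the 4 GANTCs that passed to unmethylated by the QV, the ChIP-Exo regions that varied most, the GANTCs 5′ of regulator genes and the regions that overlap *CCNA_01083*.

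The alternatives set at the same time changed the scaling, the pseudocount, the fold change, the score minimum, the distance to a region, the number of top hits, the QV and coverage limits, the use of the strands and the rule for shared regions. Others were added after the values were seen, namely an IPD ratio under 2 on both strands in place of the QV, the inclusion of all listed GANTCs of the *Hin*fI-qPCR loci, every alternative for single named GANTCs, and the score minimum for regulator genes. With 1 library per condition no test across replicates was possible, and no p-value was computed.

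The rule for falls and rises was tested on simulated data with 200 changed GANTCs per genome, decreased 16-fold or increased 64-fold. Of the simulated falls with a score over 100 (72 in *C. crescentus* and 94 in *S. meliloti*) it found 100% and 98.9%, and of the rises (126 and 100) 100%. These changes are far above the 4-fold limit. With 20 falls and 20 rises of 5-fold among the GANTCs scoring over 100, over 100 draws, it found 97.1% of the falls and 22.4% of the rises in *C. crescentus* and 70.9% and 97.5% in *S. meliloti*. With 8-fold changes it found 81.5% of the rises in *C. crescentus* and 91.5% of the falls in *S. meliloti*. It called 0% of the unchanged GANTCs up and at most 0.0742% down in these draws. The simulated scores varied by counting error (Poisson) only. PCR duplicates, differences between cultures and the rule of a read on each strand were not simulated. These rates are therefore not error rates of the real libraries. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.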

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

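Each test in this part was chosen only after the result it concerns had been seen. The 3 results are patterns over many sites that are mostly outside those discussed in the paper's text, and the SMRT pattern also takes in sites of Table 1.

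Among the 4338 *WT* GANTCs of *C. crescentus* with a REC-Seq score of at most 100, counting those not listed as 0, the score decreased with the distance from position 1 of the reference on the circular chromosome. Spearman's rho was −0.50 across sites (bootstrap 95% interval −0.52 to −0.47). The mean score was 8.32 times higher in the first decile of the distance than in the last, falling from 19.0 to 2.29. A greater DNA copy number near position 1 would raise SMRT coverage as steeply, and SMRT coverage was only 1.28 times higher in the first decile. That coverage comes from the SMRT library, and the copy number in the REC-Seq culture was not measured. The rule that a site needs a read on each strand would leave no decrease among listed sites, and among these the mean score was still 3.09 times higher. An uneven spread of the 4 GANTC sequences would leave no decrease within a sequence, and the weakest rho within a sequence was −0.51. Base composition beyond the motif was not tested. A candidate explanation that remains is a lower degree of methylation near position 1 in part of the cells, for which rho between distance and IPD ratio was 0.28. Since base composition and the copy number in the same culture were not tested, the pattern is not called biological.

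In Δ*mucR1/2* the same relation was weaker, with a rho of −0.16 across 4427 sites and a mean score 2.38 times higher in the first decile. A lower depth would bring the *WT* library to the same rho, but *WT* scores thinned to the depth of Δ*mucR1/2* kept a median rho of −0.41 (between −0.44 and −0.39 over 100 draws). Among listed sites alone, the mean score of Δ*mucR1/2* was 1.30 times higher in the first decile. In this library 199 of 432 sites were listed in the first decile and 125 of 496 in the last. Fewer reads per site would also leave fewer sites listed. The values therefore cannot tell how far the rule that a site needs a read on each strand adds to the decrease. Strain and culture cannot be told apart with 1 library each, and no biological explanation of this difference was tested. Across listed sites scoring at most 100, rho was −0.23 on the *S. meliloti* chromosome (4775 sites), and −0.00 and −0.04 on the 2 chromosomes of *V. cholerae* (14918 and 4998 sites).

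The SMRT IPD ratio of *WT* GANTCs increased with the distance from position 1, with a rho of 0.28 across 3593 sites. The median IPD ratio was 1.34 times higher in the last decile of the distance than in the first. A drift of the measure along the chromosome would change other adenines in the same way, and at adenines outside GANTCs this ratio was 0.985. Lower coverage far from position 1 would leave no increase among GANTCs of similar coverage, and rho within 4 classes of coverage was at least 0.27. In Δ*mucR1/2*, rho was 0.24 across 4078 sites. Neither of these 2 technical explanations accounts for the increase. A hypothesis found and tested on these same libraries is that GANTCs near position 1 may be less often methylated on both strands, which is in line with the REC-Seq scores. Base composition around the GANTCs was not tested here either, so the increase is not called biological.

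In *V. cholerae*, 90.6% of the reads lay outside the 50 top hits, against 1.14% in *E. coli*, the other *Mbo*I library. A lower depth would spread the *E. coli* reads as well, and *E. coli* scores thinned to the depth of *V. cholerae* kept a median of 99.5% of the reads on the 50 top hits. Random thinning leaves the expected share of each site as it is, so this outcome was fixed in advance and the test does not rule out a role of depth. DNA ends not made by *Mbo*I, such as breaks at GATC, could spread reads over many sites with little variation beyond chance. The variance of the 19916 scores of at most 100 was 6.17 times their mean, but uneven breakage could do this too, so the pattern cannot be told apart from either explanation. No biological explanation was tested.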

How the results depend on the processing

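Of the 18 results, 5 stayed the same under every alternative tried and 13 changed under at least 1. Over these results, 63 of the 106 alternatives set in advance and 2 of the 7 added after the values were seen left the value the same. This means within 1.5 times for a count, in the outermost 2.5% of the random lists on the same side for a result set against these, which can hold when the highest random list is not passed, and within the 95% interval for the other shares and correlations. The alternatives set in advance include regions with an ER over 2.5 in place of peaks, which the main setting already uses. For the shares in MucR1 regions, the outcome of this alternative was therefore fixed in advance. No paired analysis was possible because each condition analysed had 1 library, so the groups compared share fewer than 2 replicate numbers.

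The 5 stable results are the shares of GANTCs in MucR1 regions, with 21.4% to 30.8% of those scoring over 100 and 32% to 42% of the top hits (for the 25 top hits, the highest random list also reached 32%), the number of GANTCs that fell in Δ*mucR1/2* (47 to 88), the share of these in MucR1 regions (40.9% without scaling to 70.2% with a 10-fold change, both outside the interval of 43.3% to 67.5% but above every random list), and the median log2 change of the IPD ratio at the *Hin*fI-qPCR loci (1.73 to 2.38, including the 2 added alternatives). The last of these rests on 3 GANTCs at the coverage minimum of 10, all in *CCNA_01083* and 1 of them outside the amplicon. With the lower of the 2 strands, its median was 2.38 and the highest random list reached 2.53. The random lists for the shares in MucR1 regions were not matched for location relative to genes. Those for the median log2 change of the IPD ratio were not matched for the *WT* IPD ratio. No value was obtained for this median change, or for the share of unmethylated GANTCs scoring over 100, at a coverage of at least 25.

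The scaling moved the counts that compare strains. GANTCs that rose in Δ*mucR1/2* were 7 with scores scaled to the total, 4 with the median ratio and 0 without scaling. Without scaling, 844 GANTCs fell in *mucR*::Tn, in place of 175, and 4 rose, in place of 7. A pseudocount of 10 gave 85 falls in *mucR*::Tn. A 2-fold change gave 352 falls and 28 rises in *mucR*::Tn and 21 rises in Δ*mucR1/2*, and a 10-fold change gave 111, 4 and 2. A score over 50 gave 428 falls and 12 rises in *mucR*::Tn. No cause beyond the change of rule was tested.

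SMRT calls moved most. Unmethylated GANTCs in *WT*, 557 at a QV of at most 30 on both strands, were 76 at a QV of at most 20, 6 at a QV of at most 10, 1050 on either strand, 2003 at a coverage of at least 5 and 0 at a coverage of at least 25. In Δ*mucR1/2*, 703 became 47, 3, 1449, 2089 and 1 in the same order. GANTCs unmethylated in Δ*mucR1/2* and methylated in *WT*, 4 in the main setting, were 0 at a QV of at most 20 or of at most 10, 11 on either strand and 0 at a coverage of at least 25. The reverse class, 7 in the main setting, had 0, 0, 32 (coverage of at least 5) and 0 (coverage of at least 25). With an IPD ratio under 2 on both strands in place of the QV, which was chosen after the values were seen, the 4 counts were 7, 3, 0 and 1. The share of unmethylated *WT* GANTCs scoring over 100 in REC-Seq, 4.31%, became 18.4% at a QV of at most 20, 100% at a QV of at most 10, 6.46% with a score over 50 and 85.7% with the IPD rule. The Spearman correlation between REC-Seq score and IPD ratio, −0.22, was −0.37 at a coverage of at least 25, over 30 sites. The dependence of the QV on coverage is given under the other observations, and the cause was not tested otherwise.

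With only the regions of each time point that had at least its median ER, 85.5% of T10 regions were found at every other time point, in place of 92.1%, and the lowest rho between time points was 0.836, in place of 0.921. All 76 T10 regions kept were in the full lists of the other time points, so the lower share comes from the 11 that had less than the median ER at another time point and not from regions missing there. The cause of the lower rho was not tested. The share of *E. coli* reads on top hits was 78.0% for 10 sites, 99.1% for 100 sites and 99.6% among sites scoring at least 10, in place of 98.9%, and that of *V. cholerae* was 8.42%, 10.5% and 13.7%, in place of 9.44%. These shares depend by definition on the number of sites counted, and no other cause was tested.

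The log2 change of single GANTCs between *WT* and Δ*mucR1/2* reversed without scaling at 17 named positions. The values were −0.51 at 626625, −1.06 at 738020, −1.13 at 738031, −1.07 at 1014421, −0.79 at 1375838, −1.36 at 1645085, −0.78 at 1690112, −0.39 at 2044585, −1.11 at 2056538, −0.79 at 2321619, −1.26 at 2396048, −1.14 at 2509257, −0.46 at 3188019, −0.78 at 3359883, −0.88 at 3781337, −1.0 at 3992382 and −1.66 at 4034840. With the median ratio, the change also reversed at 1645085 (−0.16), 2396048 (−0.07) and 4034840 (−0.46). Of the 248 comparisons for single GANTCs and regulator shares, all added after the values were seen, 213 were the same, 20 reversed, 7 were weaker, 6 stronger and 2 moved. Leaving out the scaling by the ratio of the totals (0.259) lowers every log2 change in Δ*mucR1/2* by nearly the same amount, and the median ratio lowers it by a smaller one, so small positive changes become negative by arithmetic.

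Depth limits both the SMRT and the REC-Seq results. Of the 4486 GANTCs, 1268 reached a coverage of at least 10 on both strands in *WT* and 588 in both libraries. In REC-Seq, the totals of Δ*mucR1/2* and *mucR*::Tn were 0.259 and 0.164 times those of *WT*, which sets how small a remaining share of reads can be seen.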

Differences from the paper's values

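No test was made of what causes the differences in this part.

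The paper gives 11 GANTCs with a low IPD ratio in Δ*mucR1/2* versus *WT*, and a QV of at most 30 on both strands in Δ*mucR1/2* and of at least 45 in *WT* gave 4, at a coverage of at least 10. The Methods give a limit between 10 and 30 for an unmethylated position and no coverage minimum. Among the alternatives set before the data were examined, a QV of at most 30 on either strand gave 11, but 0 of these were among the 11 GANTCs of S3 Table. The gap stayed open with a QV of at most 20 (0) or of at most 10 (0) and with a coverage of at least 5 (6) or of at least 25 (0).

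The paper's S3 Table holds 6 non-methylated GANTCs for *WT*, and 557 were found with a QV of at most 30 on both strands. A QV of at most 10 gave 6, of which 0 were in S3 Table. An IPD ratio under 2 on both strands, an alternative chosen after seeing the values, gave 7. The gap stayed open with a QV of at most 20 (76), the QV on either strand (1050) and a coverage of at least 5 (2003) or of at least 25 (0). For Δ*mucR1/2*, the paper's table holds 11 and 703 were found. None of the alternatives set before the data were examined closed this gap, with 47 at a QV of at most 20, 3 at a QV of at most 10, 1449 on either strand, 2089 at a coverage of at least 5 and 1 at a coverage of at least 25.

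The paper's mean IPD ratio at 1188431 in *WT* is 2.35, and it was 1.36 in the deposited table. In Δ*mucR1/2*, the paper's value at 1014421 is 1.94 and the deposited table gave 3.45. At 1927485 the paper's value is 1.07, against 0.665 here. At 2509257 the paper's value is 1.79, against 2.97 here, and at 3592546 the paper's value is 1.38, against 2.08 here. The paper's median coverage per strand at the GANTCs of S3 Table is 39.5 in *WT* and 44 in Δ*mucR1/2*, and in the deposited tables it was 9 and 8. The alternatives set before the data were examined did not apply to these values.

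For the GANTCs that behave inversely, the paper states a lower IPD ratio in Δ*mucR1/2* than in *WT*. The 11 GANTCs in the Δ*mucR1/2* list of S3 Table were taken here as these. Among them, 1927485 is also in the *WT* list, so S3 Table gives it as non-methylated in both strains. Of the 7 listed on both strands in both deposited libraries, 3 had a higher ratio in Δ*mucR1/2*, namely 1014421 (from 1.15 to 3.45), 2321619 (from 0.965 to 1.94) and 2056538 (from 3.52 to 4.83). In *WT*, 9 of the 11 had an IPD ratio under 2 on at least 1 strand, and the paper's Table 1 marks 4 of the 11 as persistently unmethylated in *WT*.

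The legend of S1 Fig states that methylome data by SMRT sequencing and REC-Seq gave less methylation in Δ*mucR1/2* at P1248 and P3426. At P1248 the REC-Seq score went from 4795 in *WT* to 2782 in Δ*mucR1/2*, a log2 change of 1.16 after scaling and of −0.79 without it. At P3426 the score went from 2178 to 7814, a log2 change of 3.79 after scaling and of 1.84 without it.

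Table 1 marks GANTCs as MucR targets from ChIP-Exo and ChIP-Seq peaks together, and 4 of those so marked lay more than 100 bp from the ChIP-Exo regions with an enrichment ratio over 2.5. Fig 3E includes *CCNA_01083* among the loci bound by MucR1. No region was listed under this gene, but the region of the neighbouring CCNA_01084, which overlaps it, was listed at all 4 time points.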

Other observations

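Each test in this part was chosen only after the result it concerns had been seen.

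Across the 1268 *WT* GANTCs of *C. crescentus* with a SMRT coverage of at least 10 on both strands, Spearman's rho between REC-Seq score and IPD ratio was −0.22 (bootstrap 95% interval −0.27 to −0.17). Over all GANTCs listed on both strands, the median IPD ratio was 3.30 for the 51 GANTCs scoring over 1000, 5.04 for the 65 scoring over 100 and up to 1000, 5.57 for the 847 scoring from 11 to 100, 5.86 for the 1146 scoring from 2 to 10 and 6.28 for the 1484 not listed in REC-Seq. Of the 18 GANTCs with an IPD ratio under 2 on both strands in *WT*, 12 had a REC-Seq score over 100 and 2 were not listed. Of the 557 GANTCs with a QV of at most 30 on both strands, 24 scored over 100 (4.31%, Wilson 95% interval 2.91% to 6.33%).

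Many GANTCs with a high IPD ratio had a QV of at most 30. Low read coverage is a candidate explanation, and it would make the QV rise with coverage among GANTCs whose IPD ratio is over 4 on both strands. The Spearman correlation between the lower QV and the lower coverage of the 2 strands was 0.80 among them in *WT* and 0.82 in Δ*mucR1/2*. The median lower QV in *WT* was 16 at a coverage of 3 to 9, 23 at 10 to 14, 29 at 15 to 19 and 36 at 20 to 50. These values are in line with low coverage as a reason for the QV calls, and no biological explanation was tested.

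Of the 11 GANTCs in the Δ*mucR1/2* list of S3 Table, 8 were in the REC-Seq lists, with *WT* scores between 2178 and 15184. Apart from P3426, their log2 change in scaled score lay between 0.81 and 1.16, and all 7 had a higher unscaled score in *WT*. When some GANTCs lose their reads, the share of every other GANTC rises, and this could raise the scaled scores of these 7. Their median log2 change was 0.88, at the 73.7 percentile among random lists drawn from the 25 other *WT* GANTCs with a score over 1000 that did not fall, whose median was 0.59. This test did not set the 7 apart from other high-scoring GANTCs, and no biological explanation was tested. With the median ratio as scaling, it lay between 0.06 and 0.41, and that of P3426 was 3.04.

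GANTCs 1081324 and 2833062, in neither REC-Seq list, are given in S3 Table with a high IPD ratio on both strands in Δ*mucR1/2*. Few reads at these positions could place them in that list. In the deposited Δ*mucR1/2* table, 15.4% and 35.8% of the positions within 100 bp of them were listed, against 49.5% and 100% in *WT*. GANTC 1081324 lies 43 bp before CCNA_00998, a ROS/MUCR regulator gene with 3.33% of its positions listed in Δ*mucR1/2*. The test leaves few reads as an explanation, and no biological explanation was tested.

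GANTC 1927485 had a low IPD ratio in *WT* (0.806) and in Δ*mucR1/2* (0.665) and was in neither REC-Seq list. A difference of both strains from the reference at the motif could give both, as could cleavage that left no mapped reads, and the IPD ratio cannot tell these apart. The pattern cannot be told apart from a sequence difference, and no biological explanation was tested.

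REC-Seq also covered control loci of the *Hin*fI-qPCR assay, of which 1 is not used here. Of the 5 GANTCs in the P*podJ* amplicon, only 2279313 was listed, with 3 reads in *WT* and 0 in Δ*mucR1/2*. The P*xylX* amplicon held 0 GANTCs. In the *parS* amplicon, 4034840 scored 343 in *WT* and 108 in Δ*mucR1/2* (log2 change 0.29), and 4034879 scored 10 in *WT* and was absent in Δ*mucR1/2*.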
